# Angioplasty induces epigenomic remodeling in injured arteries

**DOI:** 10.26508/lsa.202101114

**Published:** 2022-02-15

**Authors:** Mengxue Zhang, Go Urabe, Hatice Gulcin Ozer, Xiujie Xie, Amy Webb, Takuro Shirasu, Jing Li, Renzhi Han, K Craig Kent, Bowen Wang, Lian-Wang Guo

## Abstract

Neointimal hyperplasia/proliferation (IH) is the primary etiology of vascular stenosis. Epigenomic studies concerning IH have been largely confined to in vitro models, and IH-underlying epigenetic mechanisms remain poorly understood. This study integrates information from in vivo epigenomic mapping, conditional knockout, gene transfer and pharmacology in rodent models of IH. The data from injured (IH-prone) rat arteries revealed a surge of genome-wide occupancy by histone-3 lysine-27 trimethylation (H3K27me3), a gene-repression mark. This was unexpected in the traditional view of prevailing post-injury gene activation rather than repression. Further analysis illustrated a shift of H3K27me3 enrichment to anti-proliferative genes, from pro-proliferative genes where gene-activation mark H3K27ac(acetylation) accumulated instead. H3K27ac and its reader BRD4 (bromodomain protein) co-enriched at *Ezh2*; conditional BRD4 knockout in injured mouse arteries reduced H3K27me3 and its writer EZH2, which positively regulated another pro-IH chromatin modulator UHRF1. Thus, results uncover injury-induced loci-specific H3K27me3 redistribution in the epigenomic landscape entailing BRD4→EZH2→UHRF1 hierarchical regulations. Given that these players are pharmaceutical targets, further research may help improve treatments of IH.

## Abstract (precis)

This is the first in vivo epigenomic survey revealing genome-wide loci-specific chromatin mark redistribution after angioplasty; the underlying epigenetic regulations may inform therapeutic targeting.

## Introduction

Neointimal hyperplasia (IH) in the inner vascular wall obstructs blood flow engendering cardiovascular diseases. IH not only occurs in atherosclerosis, but persists after recanalization of stenosed arteries, causing re-stenosis. Drug-eluting stents and balloons are commonly deployed to impede post-angioplasty IH. However, they are unable to eradicate IH yet potentially thrombogenic, as exposed by multicenter meta-analyses (Holy et al, 2014; Byrne et al, 2015). The concerns culminated with three consecutive FDA warnings of increased mortality potentially associated with paclitaxel-eluting stents and balloons. A compelling agenda thus emerges to better understand IH pathogenesis for therapeutic improvement (Wang et al, 2018).

Neointima is primarily formed by vascular smooth muscle cells (SMCs) that have transitioned to a migro-proliferative state (Yoshida et al, 2008). With the same genome, without DNA sequence changes − this SMC state transition is epigenetic in its nature (Gomez et al, 2015; Wang et al, 2015; Das et al, 2017). Indeed, a number of epigenetic factors, mainly DNA and histone modification enzymes, are known players in SMC proliferation and IH (Gomez et al, 2015), and mostly studied with a focus on pro-proliferative gene activation (Marx et al, 2011; Byrne et al, 2015). Recently, BRD4, a bromo and extraterminal (BET) family histone mark reader and gene coactivator, was suggested to be a determinant of SMC proliferation and IH (Wang et al, 2015; Dutzmann et al, 2021) whereas this remained to be verified through tissue-specific BRD4 KO. BRD4’s bromodomains read/bind acetylated histone sites (e.g., H3K27ac), with its C-terminal domain interacting with the transcription elongation complex (Borck et al, 2020). As such, BRD4 acts as a linchpin that couples cis- (e.g., enhancers) and trans-regulators to the central transcription machinery, thereby localizing this assembly to specific genomic loci to activate a select set of genes (Borck et al, 2020; Shi & Vakoc, 2014). Inasmuch as BETs/BRD4 inhibition stymies SMC proliferation but not endothelial growth, as evidenced both in vitro and in vivo (Brown et al, 2014; Wang et al, 2015, 2018; Zhang et al, 2019), BRD4 appears to be an attractive anti-restenotic target (Ostriker & Martin, 2015; Wang et al, 2018; Borck et al, 2020). However, whereas gene activation has been the mainstay of mechanistic studies on SMC/neointima proliferation, gene repression is often overlooked.

As opposed to BRD4’s role in transcriptional activation (Shi & Vakoc, 2014), enhancer of zeste homolog 2 (EZH2) catalyzes methylation at histone-3 lysine 27 (H3K27) leading to transcriptional repression (Ai et al, 2017; Sermer et al, 2019). EZH2 emerged in recent literature as a potential therapeutic target for cancers (Ezhkova et al, 2011; Ai et al, 2017). Moreover, pharmacological evidence from our (Zhang et al, 2017, 2020 *Preprint*) and others’ studies (Liang et al, 2019; Lino Cardenas et al, 2019) supports an IH-mitigating effect of pan-EZH inhibition. However, the EZH isoform-specific role in IH and underlying epigenetic mechanisms remained little known. In an extrapolated perspective, the interplay of chromatin modulators such as EZH2 and BRD4 is overall under-studied, especially in the context of neointima and SMC pathophysiology.

A powerful approach to tackling these issues is chromatin immunoprecipitation coupled with high throughput sequencing (ChIPseq). However, ChIPseq epigenomic studies pertaining to IH have been limited, and mostly confined to cell cultures (Das et al, 2017; Yao et al, 2018; He et al, 2019) which as oversimplified systems provide incomplete or even inaccurate information for interpreting in vivo processes (Perisic Matic et al, 2016; Stratton et al, 2019). Here we performed ChIPseq using angioplasty-injured rat carotid arteries that underwent IH. We observed a prominent injured-versus-uninjured genome-wide upsurge of H3K27me3, a gene repression mark (Lavarone et al, 2019). This was initially counter-intuitive to us since massive gene activation has been regarded as the prevailing event that prompts neointimal hyperproliferation (Marx et al, 2011; Byrne et al, 2015). Further analysis revealed angioplasty-induced H3K27me3 peak redistribution to anti-proliferative genes from pro-proliferative genes, suggesting repression of the former and de-repression of the latter in keeping with the gene-repressing role of EZH2/H3K27me3. Furthermore, the levels of EZH2 and its catalytic product H3K27me3 were found to be controlled by BRD4 in vivo in a SMC-specific setting. As such, this study sheds new light on epigenetic regulations key to IH pathophysiology.

## Results

### Angioplasty induces a genome-wide surge of H3K27me3 occupancy in rat carotid arteries

There has been a paucity of knowledge on in vivo genome-wide epigenetic regulations during angioplasty-induced neointima formation. In vitro ChIPseq using cultured cells is technically more convenient, but important information of in vivo pathological processes would be inevitably missed. On the other hand, there is a well-established, highly reproducible model of IH, namely, balloon angioplasty of rat common carotid artery to mimic clinical angioplasty (Clowes et al, 1983; Wang et al, 2015, 2018). This model confers an opportunity for in vivo ChIPseq studies using arteries that undergo IH. Typically, the angioplasty procedure with an inflated balloon damages the artery wall and its endothelial inner lining, thereby exposing SMCs to the blood. Consequently, SMCs—the major constituent cell population in the artery wall—become abruptly subjected to various stimuli such as PDGFs, and they migrate and amplify, forming highly cellular neointimal lesions. We collected the arteries at post-angioplasty day 7, the peak time of a myriad of pro-IH molecular and cellular events such as pro-proliferative gene activation (Marx et al, 2011; Saito et al, 2011; Wang et al, 2015; Shi et al, 2019). In keeping with the literature and hence validating this IH-inducing model, NRP2 and UHRF1, two recently reported novel IH-prompting factors (Pellet-Many et al, 2015; Elia et al, 2018), were both up-regulated in injured versus uninjured arteries at post-angioplasty day 7 (Fig S1). For ChIPseq, we used the balloon-angioplastied (denoted herein as injured) common carotid artery and its sham control from the same animal, which is the contralateral carotid artery that received surgery but not balloon angioplasty (denoted as uninjured).

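Chromatin from injured arteries and from uninjured arteries, each pooled from 50 rats at day 7, was immunoprecipitated and sequenced. BRD4 is a reader protein that binds acetylated histones, H3K27ac and H3K4me1 are histone marks found at enhancers and promoters, and H3K27me3 is the mark that Polycomb repressive complex deposits. There were 8 ChIPseq libraries, 1 per mark and condition, so no difference between injured and uninjured arteries has a replicate check, and no P-value was computed over peaks or genes. For each library the authors deposited a list of peak intervals in coordinates of the rat assembly rn5, on 20 autosomes and chromosome X. Each interval carries a peak value, the highest signal in it, and a mean value, the average signal over it. Both are the authors' own values, and the column headings of Table S7 were used to read them. How the libraries were scaled to each other, the aligner and the peak threshold are not given in the sources used here, so injured and uninjured values are set side by side. The lists hold no read totals, so the depth of each library is unknown. The position of each gene's transcription start site (TSS) was worked out from the distances to genes that the authors wrote beside each interval. A gene was counted as having a promoter peak when an interval lay within 5 kb of its TSS, which is the window of the heat maps in Fig 1A. A promoter peak present only in injured arteries is called gained, and a peak present only in uninjured arteries is called lost. These calls cover 17958 genes. For groups of genes, 16 lists holding 366 genes were fixed before the data were examined, and the net gain of each list was ranked against 10000 random gene lists of the same size. The input shown in the figures was not analysed here.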

**Figure S1.**
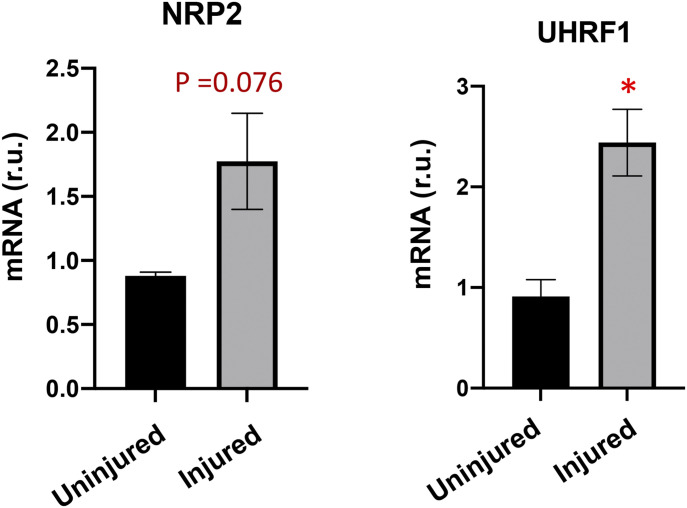
Angioplasty induces expression of pro-IH markers in balloon-injured rat carotid arteries. The samples are equivalents of those used for ChIPseq in Fig 1. NRP2 and UHRF1 are pro-IH markers established in previous reports using the same model of rat common carotid artery balloon angioplasty. qRT-PCR data were normalized using the ΔΔCT-log_2_ approach. Quantification: Mean ± SD; n = 3 repeats; unpaired *t* test, *P < 0.05. r.u., relative unit.

To survey gene-activating chromatin remodeling, we performed ChIPseq using H3K27ac and BRD4 as chromatin marks that are associated with active enhancers and promoters (Anders et al, 2014; Brown et al, 2014). To monitor gene-repressing remodeling, we chose H3K27me3 for ChIPseq, which is a well-documented histone mark of gene repression as opposed to H3K27ac (Wassef et al, 2019). Fig 1A heat maps illustrate binding density of chromatin marks in a 10-kb swath flanking each transcription start site and hierarchical clustering of the ChIPseq peaks. It appears that in Cluster-1 and Cluster-2, the majority of the H3K27ac and H3K37me3 peaks are mutually exclusive. That is, Cluster-1 categorizes the peaks high in H3K27me3 signal and low in BRD4, H3K27Ac and H3K4me1; by contrast, Cluster-2 includes the peaks high in BRD4, H3K27Ac, and H3K4me1 but low in H3K37me3. 

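Some genes carried one mark without the other. Hoxd13 and Hoxc10, homeobox genes of the embryonic body plan, had H3K27me3 promoter peaks with mean values of 57.8 and 47.8 in injured arteries and 32.9 and 27.6 in uninjured arteries, and no H3K27ac promoter peak in either. Ppia and Ubc, housekeeping genes, had H3K27ac promoter peaks with mean values of 59.0 and 53.2 in injured arteries and 43.3 and 33.4 in uninjured arteries, and no H3K27me3 promoter peak. Of 17958 genes, 4507 had both an H3K27ac and an H3K27me3 promoter peak in injured arteries, where independent placement of the marks would give 5581. In uninjured arteries 3410 genes had both, against 4792 under independence. These counts of genes with both marks were added after the data were examined. Over whole intervals, 23.3% of H3K27me3 intervals in injured arteries overlapped an H3K27ac interval by at least 1 bp (95% exact binomial interval 22.8% to 23.9%, counting error only), and 16.4% did in uninjured arteries (15.9% to 16.9%). The H3K27ac intervals were also shifted at random along the chromosomes 100 times. The share then averaged 17.2% in injured arteries (range 15.6% to 19.1%) and 17.9% in uninjured arteries (16.5% to 19.8%). By the position of the summit, 14.1% of H3K27me3 intervals in injured arteries and 6.95% in uninjured arteries lay in an H3K27ac interval, and no shifts were run for this measure.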

The remainder peaks of low ChIPseq signal across experimental conditions fall in the category of Cluster-3. Gene annotation reveals that gene-regulatory factors are top scored in both Cluster-1 and Cluster-2 (Figs 1B andS2).

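Genes that regulate other genes carried either mark. Of 48 developmental transcription factors with a known position, 45 had an H3K27me3 promoter peak in injured arteries and 44 in uninjured arteries. Hoxb4, a homeobox gene, had mean H3K27me3 values of 49.8 in injured and 22.7 in uninjured arteries, and Six2, a regulator of kidney progenitors, had 46.3 and 25.9. An H3K27ac promoter peak was present at 18 of the 48 in injured arteries and at 15 in uninjured arteries, among them Tbx18, a T-box factor, with mean values of 85.7 and 20.7. Of 23 Polycomb and chromatin regulators, 22 had an H3K27ac promoter peak in each condition, while 8 in injured arteries and 9 in uninjured arteries had an H3K27me3 promoter peak. Rbbp4, a histone-binding subunit of Polycomb repressive complex, had mean H3K27ac values of 68.5 and 43.4, and Kdm6a, an H3K27 demethylase, had 64.1 and 34.9. Voltage-gated channels, a group outside gene regulation, also carried H3K27me3, at 23 of 25 genes in injured arteries and 22 in uninjured arteries. Cacna1b, a neuronal calcium channel, had mean H3K27me3 values of 24.5 and 17.4.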

**Figure 1.**
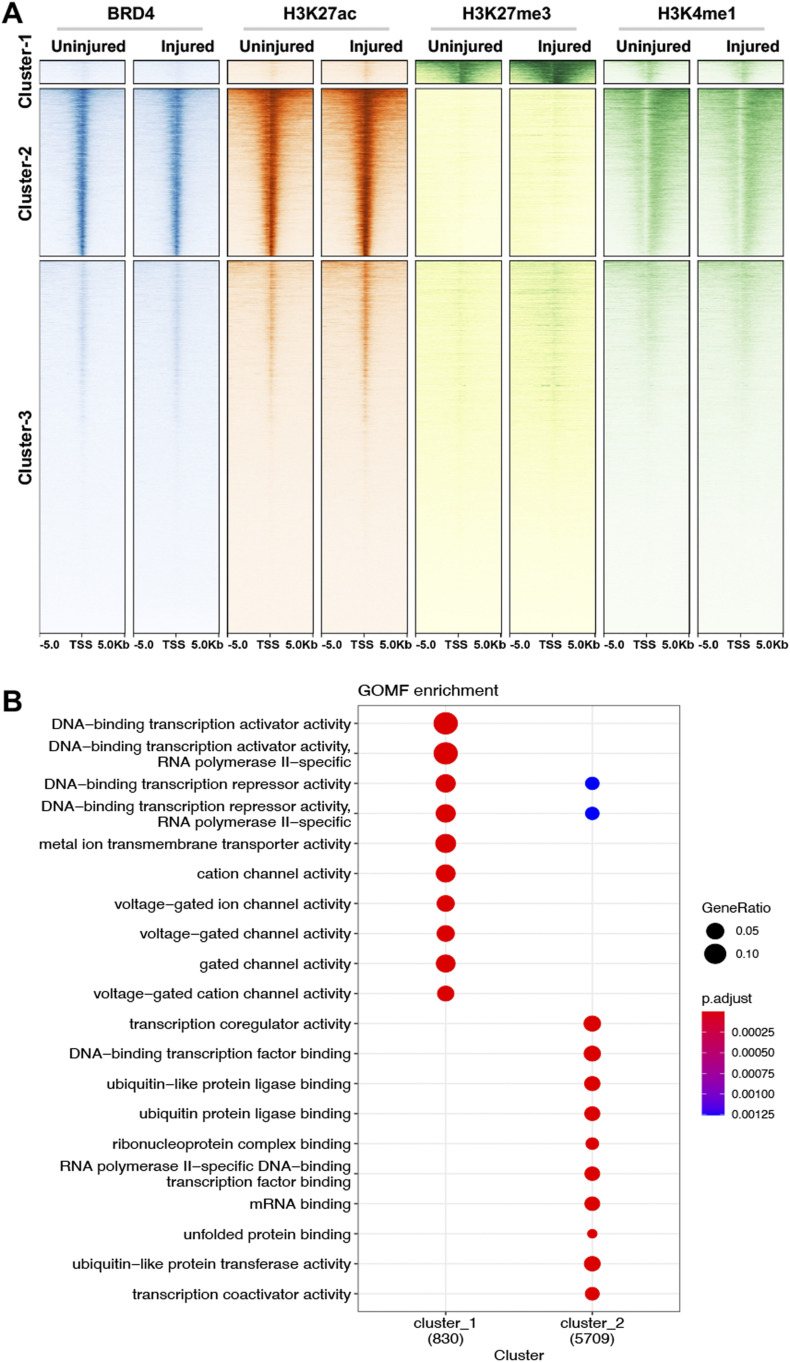
Injury-induced genome-wide changes of ChIPseq reading in rat common carotid arteries. Balloon-injured rat left common carotid arteries and contralateral arteries (uninjured sham control) were collected (each group pooled from 50 rats) at day 7 post angioplasty and snap-frozen for use in ChIPseq experiments. **(A)** ChIPseq heat map showing binding density of BRD4, H3K27ac, H3K27me3, or H3K4me1. ChIPseq signal anchors a 10 kb center region with 5 kb flanking on either side of the transcription start site. Hierarchical clustering highlights injury-induced increase of H3K27me3 ChIPseq signal (Cluster-1) and non-overlap between H3K27me3 and H3K27ac. **(B)** Functional enrichment of Clusters 1 and 2. Presented is dot plot of Top 10 molecular function (MF) gene ontology (GO) terms with color as adjusted *P*-value and size of dot as gene ratio. Enrichment analysis was performed by clusterProfiler.

**Figure S2.**
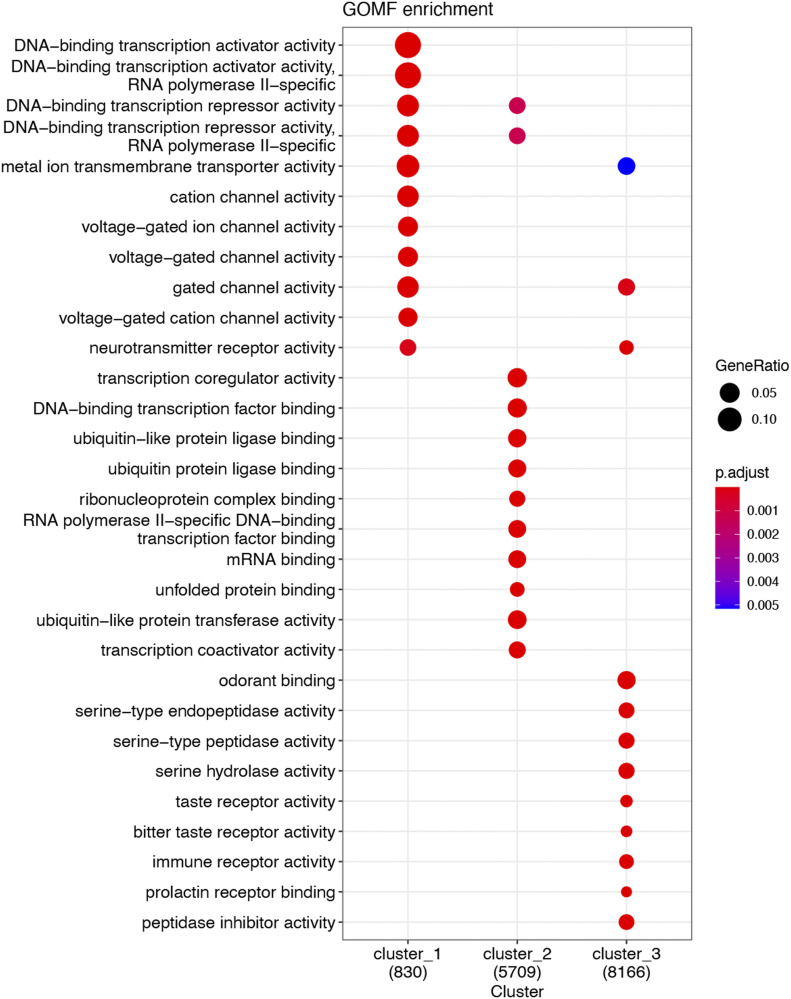
Gene oncology (GO) analysis (including all three ChIPseq peak clusters). GO enrichment was analyzed for molecular function (MF) terms, which were ranked by adjusted *P*-value (or Q value), a modified Fisher exact *P*-value. Gene ratio refers to the proportion of the selected genes versus the total genes belonging to the given term.

Distribution of individual ChIPseq peak scores is presented as bean plot in Fig 2A. Of note, H3K27ac peak scores increased overall in injured arteries compared to uninjured sham controls–a result fitting in the traditional view of injury-induced gene activation. 

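H3K27ac intervals numbered 25704 in injured arteries and 27738 in uninjured arteries, and those of injured arteries were longer, with a median of 6600 bp against 5600 bp. The median of their mean values was 11.1 in injured arteries (quartiles 8.02 and 17.7) and 9.87 in uninjured arteries (quartiles 7.25 and 14.6), and the median peak value was 39 against 31. The intervals covered 258 Mb in injured arteries and 235 Mb in uninjured arteries. H3K27ac promoter peaks were gained at 975 genes and lost at 486, and 11464 genes had one in both conditions. Over all H3K27ac intervals the balance was the other way. Of those of injured arteries 19.1% were found in that condition only, and of those of uninjured arteries 22.3% (6187). With an equal number of intervals from both lists, the condition-only counts were 5528 and 4945. Their difference then depends only on how shared regions are split into intervals, so it gives no direction. The strongest gained peaks included Phf10, a subunit of the SWI/SNF remodeling complex, with a mean value of 54.1, and Cdkn2b, which encodes the cell cycle inhibitor P15, with 35.9. The strongest lost peaks included Cenpt, a centromere protein, with a mean value of 32.6 in uninjured arteries, and Kcnb1, a voltage-gated potassium channel, with 23.3. None of the 14 housekeeping genes gained or lost an H3K27ac promoter peak.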

The majority of the BRD4 ChIPseq peaks overlapped with that of H3K27ac (see Venn diagrams in Fig S3A–C), as expected since both are associated with active enhancers (Anders et al, 2014; Brown et al, 2014). Both BRD4 and H3K27ac peaks overlapped with that of H3K4me1. 

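In injured arteries, 20736 of 22029 BRD4 intervals (94.1%, 95% exact binomial interval 93.8% to 94.4%) overlapped an H3K27ac interval. In uninjured arteries, 20320 of 20997 did (96.8%, 96.5% to 97.0%). With the H3K27ac intervals shifted at random, BRD4 intervals overlapped them at 14.6% on average in each condition. Read the other way, 70.8% of H3K27ac intervals in injured arteries and 67.2% in uninjured arteries overlapped BRD4. At the genes, Rbbp4 and the other Polycomb and chromatin regulators had a BRD4 promoter peak at 20 of 23 members in each condition, and all 14 housekeeping genes had one in each condition. At developmental transcription factors, BRD4 promoter peaks were found at 14 of 48 genes in injured arteries and at 18 in uninjured arteries, with Dlx5, Hoxd3, Isl1 and Sox2 lost. Over all genes, BRD4 promoter peaks were gained at 639 and lost at 983. Over all BRD4 intervals the balance was the other way, with 4905 found only in injured arteries and 4323 only in uninjured arteries. With an equal number of intervals from both lists these were 4248 and 4634. Their difference then depends only on how shared regions are split into intervals, so it gives no direction.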

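Of the BRD4 intervals, 91.1% in injured arteries (95% exact binomial interval 90.7% to 91.4%) and 90.3% in uninjured arteries (89.9% to 90.7%) overlapped an H3K4me1 interval. The corresponding shares of H3K27ac intervals were 89.9% (89.5% to 90.3%) and 88.2% (87.8% to 88.6%). Random shifts gave 18.7% and 19.0% for BRD4 and 20.8% and 19.5% for H3K27ac. At housekeeping genes, all 14 had a promoter peak of H3K4me1 in each condition. Growth factors and receptors had an H3K4me1 promoter peak at 22 of 23 genes in each condition, and BRD4 and H3K27ac promoter peaks at 20 of the same 23. Pdgfrb, the receptor for PDGF-BB on SMCs, had mean H3K4me1 values of 26.1 in injured and 32.3 in uninjured arteries, beside BRD4 values of 13.9 and 12.7. Fgf2, a mitogen for SMCs, had mean H3K4me1 values of 14.2 and 18.0, beside BRD4 values of 11.6 and 20.0.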

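H3K4me1 intervals numbered 37673 in injured arteries and 36297 in uninjured arteries and covered 321 Mb and 319 Mb. Those outside H3K27ac made up 13619 in injured arteries and 12485 in uninjured arteries, and those outside BRD4 made up 19212 and 18691. Genes of the cell cycle gained H3K4me1 promoter peaks after injury, at 11 of 34 genes with none lost, a net gain at percentile 100 of the random lists (32.4% of the list, and 20.6% at percentile 99.84 with the upper 75% of each list by mean value). Macrophage and leukocyte markers also gained H3K4me1, at 8 of 22 genes with none lost, also at percentile 100. Among the cell cycle genes, Mcm5, a subunit of the replicative helicase, had the highest mean value of the gained peaks at 11.4, followed by Mki67, a proliferation marker, at 9.45. The median of the mean values of H3K4me1 was 8.78 in injured arteries and 9.07 in uninjured arteries.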

The total number of H3K4me1 peaks was greater, which is reasonable as H3K4me1 enriches not only at active enhancers but also inactive and poised enhancers (Brown et al, 2014). However, H3K27me3 peaks augmented markedly rather than abated after injury (*P*-value: 1.1 × 10^−288^, Fig 2A). This was unexpected, since H3K27me3 is a gene repression mark (Doni Jayavelu et al, 2020) whereas gene activation has been traditionally deemed the predominant event after arterial injury (Marx et al, 2011). 

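H3K27me3 intervals numbered 23537 in injured arteries and 20458 in uninjured arteries. The median of their mean values was 7.18 in injured arteries (quartiles 5.91 and 9.52) and 5.46 in uninjured arteries (quartiles 4.58 and 6.93), and the median peak values were 19 and 15. At endothelial markers, Sox17, a transcription factor of arterial endothelium, had a mean H3K27me3 value of 20.3 in injured arteries and 9.40 in uninjured arteries, and Cldn5, a tight junction protein, had 23.3 and 15.6. Among growth inhibitors, Bmp2 had 16.3 and 7.43, and Cdkn2a, which encodes the cell cycle inhibitor P16, had 24.1 and 19.6. At smooth muscle contractile genes, Tpm1 had 13.2 and 5.91, and Cnn1 had 12.1 and 10.7. Because the scaling between the libraries is unknown, the higher values do not by themselves give the amount of the mark. By the Methods, the segment taken from injured arteries was the one with damaged endothelium. At the endothelial markers, a change in the mix of cells therefore cannot be told apart from a change of the mark.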

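Of the H3K27me3 intervals of injured arteries, 6836 (29.0%, 95% exact binomial interval 28.5% to 29.6%) had no counterpart in uninjured arteries. Of those of uninjured arteries, 4211 (20.6%, 20.0% to 21.1%) had none in injured arteries. With an equal number of intervals taken from both lists, the counts were 5183 and 5389. With equal totals, their difference depends only on how shared regions are split into intervals, so it gives no direction. H3K27me3 promoter peaks were gained at 1575 genes and lost at 719, and were present in both conditions at 6482. The strongest gained peaks included Cdh22, a cadherin, with a mean value of 30.8, and Hdac10, a deacetylase, with 25.6. The strongest lost peaks included Trappc6a, a vesicle trafficking factor, with a mean value of 31.0 in uninjured arteries, and Htra2, a mitochondrial protease, with 16.7. Intervals found only in injured arteries lay at a CpG island in 11.9% of cases and those found only in uninjured arteries in 2.66%. Both shares were below the 21.9% of shared intervals in each condition. The covered length was 270 Mb in injured arteries and 264 Mb in uninjured arteries, and the median interval length was 8200 bp and 9400 bp.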

The post-injury gain of H3K27me3 peak coverage becomes particularly conspicuous in the scatter plot (Fig 2B); obviously, there is a prevailing shift to the upper side, i.e., increased H3K27me3 peak coverage in injured (versus uninjured) arteries. Thus, these results for the first time reveal prominent genome-wide surges of not only H3K27ac but also H3K27me3 occupancy in vivo in the angioplasty-induced IH model of rat carotid artery.

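H3K27ac was lost and H3K27me3 gained at the promoters of 62 genes, where independent changes would give 42.6. Among them were Gpc3, a glypican that restrains growth, with a mean H3K27ac value of 11.6 in uninjured arteries and a mean H3K27me3 value of 9.87 in injured arteries, and Lifr, the receptor of leukemia inhibitory factor, with 6.03 and 9.39. The opposite exchange was found at 50 genes, where 39.0 would be expected. These included Thbs1, the matrix protein thrombospondin-1, with a mean H3K27ac value of 17.6 in injured arteries and a mean H3K27me3 value of 8.23 in uninjured arteries, and Ska1, a kinetochore protein, with 17.1 and 5.69. Both marks were gained at 62 genes, where 85.5 would be expected, and both were lost at 7, against 19.5. These expected counts use shares over all 17958 genes and disregard which marks a gene already had in uninjured arteries. Only the 3791 genes that had H3K27me3 without H3K27ac there could make the opposite exchange. The expected counts therefore cannot separate linked changes from the separation of the marks already present without injury.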

**Figure 2.**
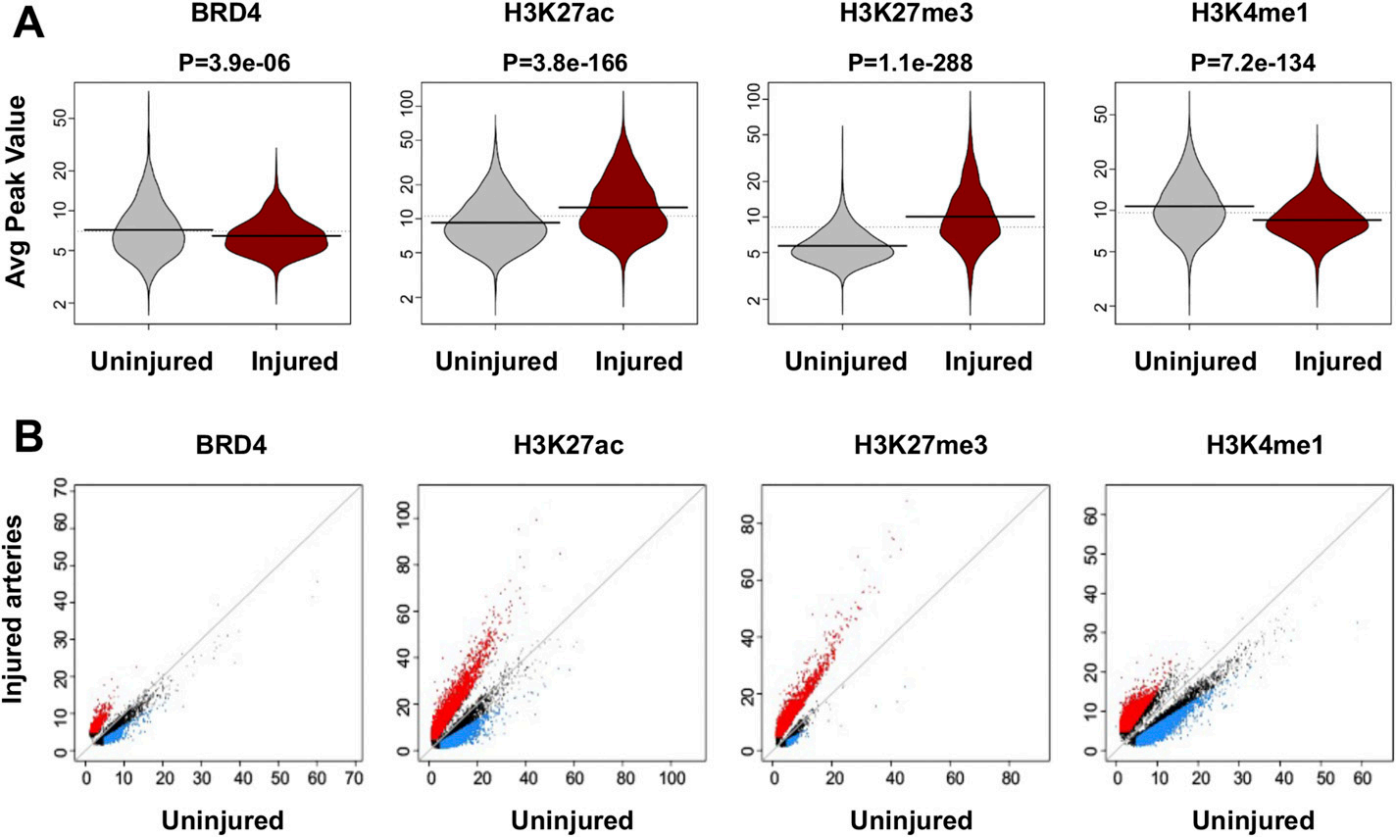
Comparison of ChIPseq peak coverage between injured and uninjured arteries. **(A)** Bean plot showing genome-wide distribution of BRD4 or histone mark ChIPseq peak values. *P*-values from Wilcox test are presented above the plots. **(B)** Scatter plot showing injury-induced change in binding density (ChIPseq reads) of BRD4 or a histone mark. Red and blue indicates increase and decrease, respectively, with a twofold cutoff.

**Figure S3.**
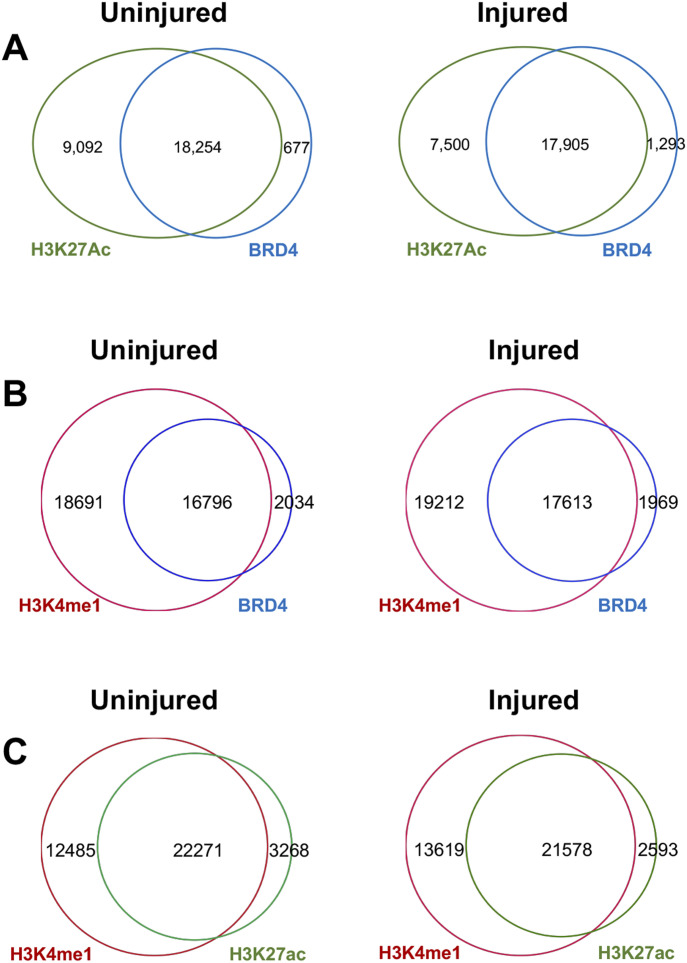
Overlap of ChIPseq peaks. **(A)** Venn diagrams showing overlap of BRD4 and H3K27ac peaks. **(B)** Venn diagrams showing overlap of BRD4 and H3K4me1 peaks. **(C)** Venn diagrams showing overlap of H3K27ac and H3K4me1 peaks. Rat carotid artery balloon angioplasty, sample collection, ChIPseq, and data analysis were performed as described for Fig 1. Diagrams in (A) were used in our recent publication (PMID 33768129). Note: Whereas BRD4 and H3K27ac are both associated with active enhancers, H3K4me1 can be found with active, inactive, and also poised enhancers.

### H3K27me3 redistributes from pro-proliferative genes to anti-proliferative genes after angioplasty

To take a closer look at the enrichment of these epigenomic marks, we focused on *Cdkn1c* and *Ccnd1*, genes encoding P57 and cyclin-D1—bona fide anti-proliferative and pro-proliferative factors, respectively (Marx et al, 2011). 

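Cdkn1c lies on the minus strand of chromosome 1 with its TSS at 223523972. In injured arteries its promoter was covered by a single H3K27me3 interval of 43000 bp, from 223493400 to 223536399, with a mean value of 21.7. In uninjured arteries there was an interval on each side of a gap, from 223488200 to 223520199 with a mean value of 8.89 and from 223521200 to 223531799 with 7.76. H3K27ac at Cdkn1c had a mean value of 9.94 in injured arteries and 6.62 in uninjured arteries, BRD4 had 5.84 and 7.38, and H3K4me1 had 17.1 and 14.7. Ccnd1 lies on the minus strand of the same chromosome with its TSS at 224969658. Its H3K27me3 interval ran from 224964000 to 224978399 with a mean value of 5.93 in injured arteries, and from 224959200 to 224978399 with 9.19 in uninjured arteries. The H3K27ac interval at Ccnd1, from 224962200 to 224977999 in injured arteries, had a mean value of 23.3, against 11.0 for the interval from 224962800 to 224975799 in uninjured arteries. BRD4 at Ccnd1 had a mean value of 13.1 in injured arteries and 8.04 in uninjured arteries, and H3K4me1 had 14.5 and 16.5.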

As illustrated by Fig 3A and B (ChIPseq peak coverage presented in Table S1), H3K27me3 ChIPseq peaks intensified at *P57* but ebbed at *Ccnd1* after arterial injury; in contrast, H3K27ac occupancy markedly increased instead at *Ccnd1*. Moreover, injury-induced H3K27me3-up/H3K27ac-down were found at the gene of BMP4 (Fig S4), an anti-proliferative factor in SMCs that counters IH (King et al, 2003; Corriere et al, 2008), and H3K27ac-up/H3K27me3-down occurred at the gene loci of other pro-proliferative factors including UHRF1 (Fig 3C) and NRP2 (Fig S4), both recently reported to promote SMC and neointima proliferation (Pellet-Many et al, 2015; Elia et al, 2018). Thus, there appeared to be an injury-induced redistribution of these opposing epigenomic marks; that is, increase of H3K27me3 and decrease of H3K27ac at anti-proliferative genes and the opposite at pro-proliferative genes (Fig 3D). It was further interesting to note that the majority of the ChIPseq peaks of active enhancer marks, H3K27ac and BRD4, largely aligned, and increased at *Ccnd1*, *Uhrf1*, and *Nrp2* after injury. Moreover, injury-induced H3K27ac/BRD4 co-enrichment occurred at enhancers not only in intronic regions (Figs 3 and S4) but also in the upstream of TSS far from a promoter (see *Ccnd1*, Fig 3B). 

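At Bmp4, on chromosome 15 with its TSS at 24738725, the H3K27me3 intervals on either side of the TSS had mean values of 16.3 and 17.9 in injured arteries and 6.297 and 8.235 in uninjured arteries. A single H3K27ac interval was left there in injured arteries, from 24735600 to 24738399 with a mean value of 9.41, where uninjured arteries had 3 with values of 17.4, 14.0 and 15.5. BRD4 had no interval at Bmp4 in injured arteries and 2 in uninjured arteries, with mean values of 8.13 and 6.02. At Uhrf1, on chromosome 9 with its TSS at 9750175, H3K27ac was found only in injured arteries, from 9739400 to 9754599 with a mean value of 8.00, which is not in the upper 75% of its list. BRD4 was also found there only in injured arteries, from 9745000 to 9750799 with a mean value of 6.56. An H3K27me3 interval was found at Uhrf1 only in uninjured arteries, from 9747400 to 9755799 with a mean value of 4.98. Nrp2, on the plus strand of the same chromosome with its TSS at 69307750, had an H3K27ac interval with a mean value of 26.2 in injured arteries and 15.5 in uninjured arteries. No H3K27me3 interval lay within 5 kb of the Nrp2 TSS in either condition. H3K4me1 had mean values of 6.31 in injured and 10.7 in uninjured arteries at Bmp4, 8.83 and 14.7 at Uhrf1, and 14.2 and 12.6 at Nrp2.

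**Figure D1:**
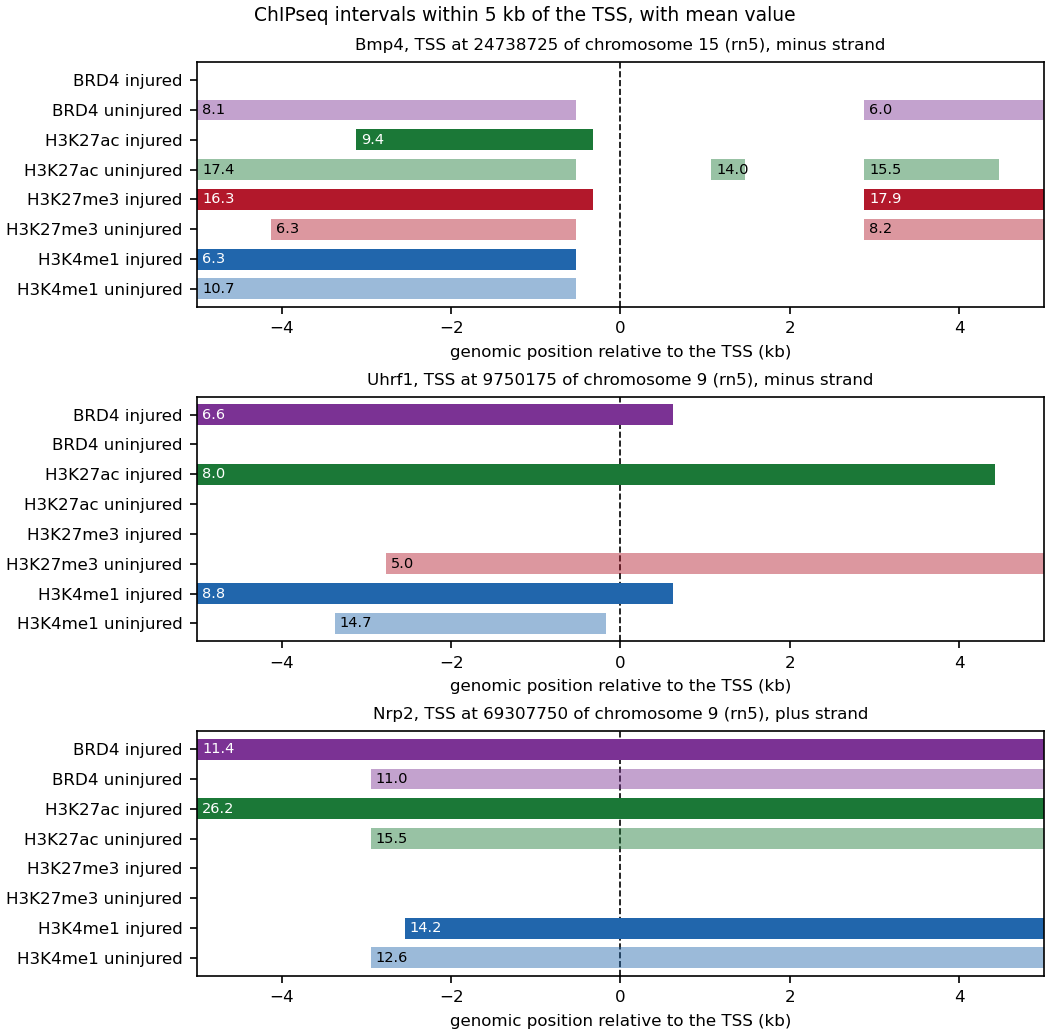
Intervals of each mark and condition (rows) within 5 kb of the TSS of Bmp4, Uhrf1 and Nrp2, by genomic position relative to the TSS in kb (dashed line at the TSS). Bars span the intervals and carry their mean values, darker for injured arteries; an empty row means that no interval was listed, as for BRD4 at Bmp4 in injured arteries and H3K27ac at Uhrf1 in uninjured arteries.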

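Genes of the cell cycle gained H3K27ac promoter peaks after injury, at 10 of 34 genes with none lost. Ccne2, encoding cyclin E2, had the highest mean value among the gained peaks at 17.4, followed by the helicase subunit Mcm6 at 13.6 and the mitotic kinase Plk1 at 12.3. H3K27me3 promoter peaks in this group were lost at 4 genes (Cdk6, E2f3, Cdc20 and Uhrf1) and gained at 2, Cdk4 with a mean value of 15.6 and Top2a with 10.9. The H3K27ac gain stood at percentile 100 of the random lists and the net H3K27me3 loss at percentile 3.72, inside their central 95%. With the upper 75% of each list by mean value or a promoter window of 1 kb that loss stood at percentile 1.18 or 0.235, outside it. With an equal number of intervals or the gene body it stood at percentile 7.7 or 3.34, inside. Of 26 growth inhibitors, 4 gained an H3K27me3 promoter peak (Id2, Smad7, Id1 and Tob1) and none lost one, at percentile 92.8. Their net gain stood at percentile 68.4 with the upper 75% and 69.8 with the 1 kb window. With an equal number of intervals it stood at 89.1 and with the gene body at 92.0. In the same group Bmp6 lost an H3K27ac promoter peak with a mean value of 13.7, while Cdkn2b and Cdkn2a gained one. Growth factors and receptors gained 8 H3K27me3 promoter peaks with none lost (percentile 99.99), the strongest at Igf1 with a mean value of 13.3, Fgf2 with 10.6 and Cyr61 with 9.21. Each of these 8 genes had an H3K27ac promoter peak in both conditions. Of 15 endothelial markers, 4 lost an H3K27ac promoter peak and 1 gained one, and of 22 macrophage and leukocyte markers 3 gained one and 1 lost one. The cell cycle list includes Ccnd1 and Uhrf1 and the growth inhibitors include Cdkn1c and Bmp4, which the paper names. From the changes at Cdkn1c, Bmp4, Ccnd1, Uhrf1 and Nrp2, the paper proposes that injury redistributes the opposing marks, with H3K27me3 placed at genes that hold back proliferation and H3K27ac at genes that drive it. Over the lists here, the H3K27me3 gain of growth inhibitors lay inside the central 95% of random lists, and that of growth factors and receptors lay outside it.

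**Figure D2:**
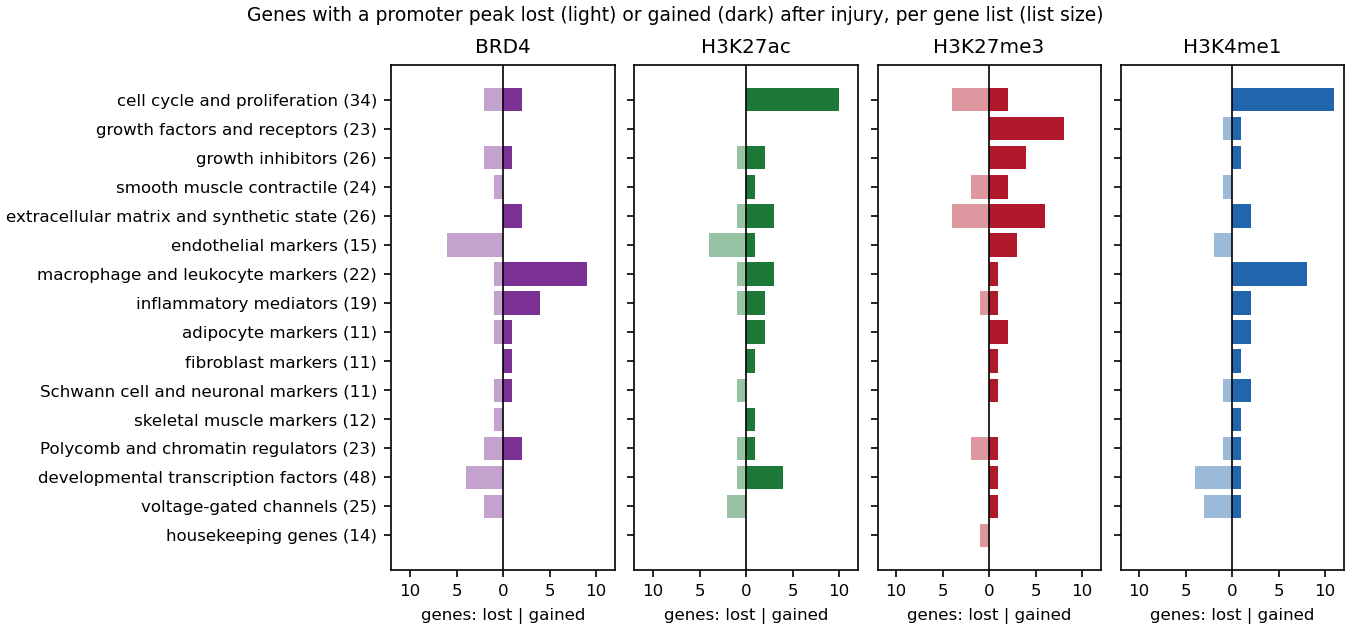
Number of genes in each of the 16 lists (rows, with the number of genes that have a position) whose promoter peak was lost (light bars, to the left of 0) or gained (dark bars, to the right of 0) after injury, for BRD4, H3K27ac, H3K27me3 and H3K4me1. The longest bars to the right are the 10 H3K27ac and 11 H3K4me1 peaks gained by genes of the cell cycle, the 9 BRD4 and 8 H3K4me1 peaks gained by macrophage and leukocyte markers and the 8 H3K27me3 peaks gained by growth factors and receptors.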

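At Ccnd1 the BRD4 summit lay at 224968832 in injured arteries and the H3K27ac summit at 224969440. The peak values of H3K27ac at Ccnd1 were 136 in injured and 54 in uninjured arteries, and those of BRD4 were 41 and 43. At Uhrf1 the BRD4 summit at 9748704 and the H3K27ac summit at 9748416 had peak values of 23 and 51 in injured arteries, with neither interval in uninjured arteries. At Nrp2 the summits of BRD4 at 69310432 and of H3K27ac at 69310400 had peak values of 59 and 172 in injured arteries, against 47 and 79 in uninjured arteries. The mean BRD4 value at Nrp2 was 11.4 in injured and 11.0 in uninjured arteries.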

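Of the 4901 H3K27ac intervals found only in injured arteries, 1707 overlapped a BRD4 interval and 1488 overlapped a BRD4 interval that was itself found only in injured arteries. Of the 1488, 524 (35.2%) had their summit in a gene by the authors' annotation, 258 lay near a gene but in none, and 706 (47.4%) had no gene within the distance that the authors annotated. Upstream of Ccnd1, an H3K27ac interval from 224998400 to 224999399 with a mean value of 10.3 and a BRD4 interval from 224998800 to 224999399 with 6.95 were found only in injured arteries. Their summits lay 29.4 and 29.5 kb from the Ccnd1 TSS. Farther upstream, an H3K27ac interval from 225016600 to 225103199 had a mean value of 15.9 in injured arteries. In the part searched, uninjured arteries had separate intervals there, from 225018000 to 225041399 with 11.2 and from 225050200 to 225071799 with 12.2. Between these regions, an H3K27ac interval from 225002600 to 225015799 had 12.7 in injured arteries, where uninjured arteries had one from 225004400 to 225010399 with 6.20 and one from 225011600 to 225015799 with 14.7. The other upstream BRD4 intervals went both ways. Those starting at 225011800, 225018000, 225048400 and 225067600 in injured arteries had 7.95, 7.39, 9.48 and 7.00. In uninjured arteries, those starting at 225011600, 225019800 and 225055400 had 6.67, 5.30 and 10.4. Intervals starting more than 100 kb upstream were not searched. Uninjured intervals beside the far ends of those starting at 225016600 (H3K27ac) and 225067600 (BRD4) could therefore be missing here. In the body of Nrp2, an H3K27ac interval from 69319000 to 69334199 had a mean value of 15.5 in injured arteries, and one from 69320600 to 69334199 had 7.37 in uninjured arteries. BRD4 intervals in the same region of Nrp2 had mean values of 6.76 and 5.05. Farther into Nrp2, H3K27ac intervals starting at 69335000, 69353600, 69362000 and 69385800 were found only in injured arteries, with 7.15, 7.31, 6.92 and 5.52. An H3K27ac interval from 69402200 to 69408199 with 6.29 was found only in uninjured arteries. A BRD4 interval starting at 69377800 with 4.99 was found only in injured arteries. The regions upstream of Ccnd1, searched to 100 kb, the body of Nrp2 and the counts of intervals gained together were chosen after the data were examined, and introns were not told apart from exons.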

Taken together, the foregoing results indicate angioplasty-induced H3K27me3 and H3K27ac genomic redistribution in rat carotid arteries—an observation not previously reported.

Table S1 Mean coverage of ChIPseq peaks. Note: The gene intervals queried include the regions shown on the IGV graphs.

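Table S1 gives the coverage of each library, which by the Methods was averaged with bedtools map over regions of the IGV plots. Its columns hold genes and the boxes at Ezh2. A mean value of the deposited lists averages over the called interval alone, and where no interval was called there is no value. In the lists, 60 combinations of a library with a gene or box of Table S1, or with Ezh1 or Brd4, had an interval within 5 kb of the TSS or in the box. At Ezh1, the paralog of Ezh2, uninjured arteries had H3K27ac, H3K4me1 and BRD4 intervals with mean values of 16.7, 9.83 and 4.79 within 5 kb of the TSS at 88928835, and injured arteries had none. These ran from 88930800 to 88949799, from 88931400 to 88939799 and from 88921800 to 88924399, so none lay within 1 kb of the TSS, and the BRD4 interval is not in the upper 75% of its list. Their summits, at 88938336, 88937472 and 88922784, lay outside the 5 kb window, which only an end of each interval entered. Whether injured arteries had intervals beyond that window is not given here, so no loss of the marks at Ezh1 can be read from it. At Brd4, H3K27ac had mean values of 21.6 in injured and 18.3 in uninjured arteries.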

**Figure 3.**
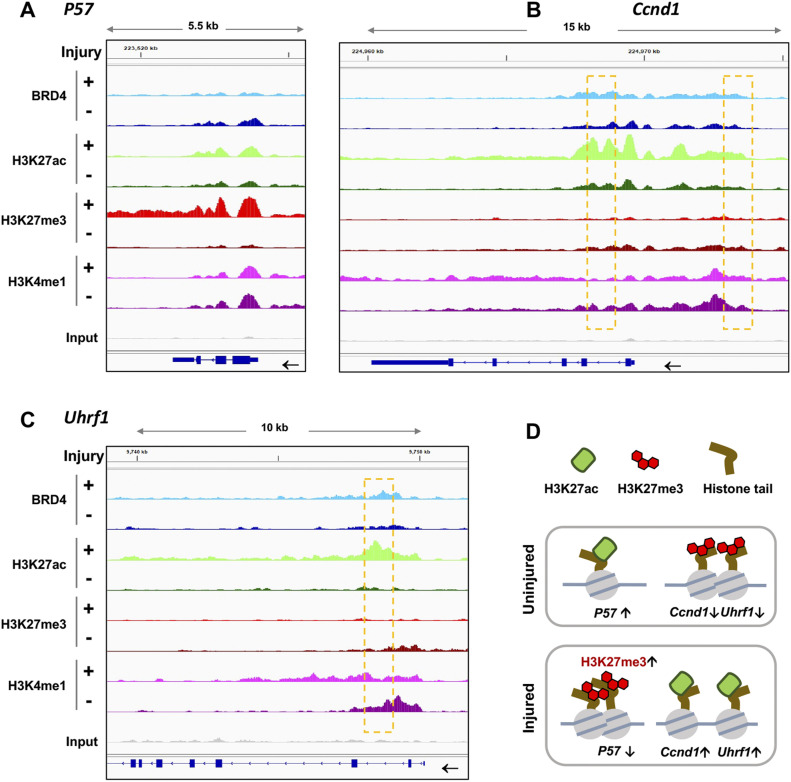
Injury-induced H3K27me3 enrichment at anti-proliferative gene P57 and BRD4/H3K27ac enrichment at pro-proliferative gene Ccnd1. ChIPseq was performed as described for Fig 1. Integrative genomics viewer (IGV) tracks show comparison of normalized ChIPseq peaks between injured arteries (+, light color) and uninjured sham-control arteries (−, dark color). Boxes highlight the regions where the binding of H3K27ac and BRD4 increased after arterial injury. Non-specific input confirms low background noise. **(A, B, C)** IGV profiles of ChIPseq peaks illustrating loci-specific binding density of chromatin marks. **(D)** Schematic proposition of H3K27me3 and H3K27ac redistribution between anti-proliferative (e.g., *P57*) and pro-proliferative genes (e.g., *Uhrf1* and *Ccnd1*), based on the artery tissue ChIPseq analysis. Note: The cartoon does not represent the true genomic locations of *Uhrf1* and *Ccnd1*.

**Figure S4.**
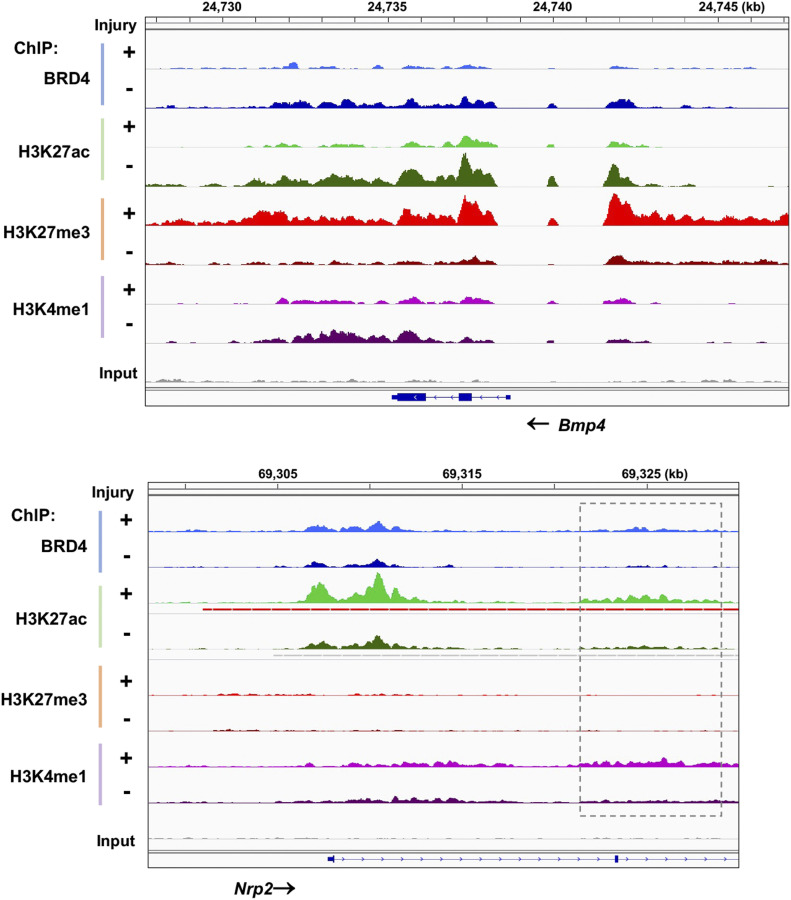
IGV profiles of ChIPseq peaks at Bmp4 and Nrp2. Shown are ChIPseq peaks (or binding density) in injured arteries (+, light color) and uninjured sham control arteries (−, dark color). BMP4 represents an anti-proliferative factor; NRP2 represents a pro-proliferative factor. Nonspecific input indicates low background noise. Box indicates an intronic enhancer region.

### H3K27me3 writer EZH2’s expression is governed by H3K27ac reader BRD4 in SMCs

Given the striking angioplasty-induced H3K27me3 upsurge and redistribution, we were inspired to next investigate regulators of EZH2, the methyltransferase that deposits H3K27me3 (Wassef et al, 2019). To this end, ChIPseq data (Fig 4A and B) provided an interesting clue of greater BRD4/H3K27ac occupancy (injured versus uninjured) at enhancers in *Ezh2* intronic and upstream regions. 

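Ezh2 lies on the minus strand of chromosome 4 with its TSS at 142018471. Its H3K27ac interval ran from 142016400 to 142019799 in injured arteries with a mean value of 44.2, and from 142017200 to 142019399 in uninjured arteries with 23.5. The peak values of H3K27ac were 152 and 53. BRD4 had an interval from 142017400 to 142019599 in injured arteries with a mean value of 16.2, and one from 142017200 to 142019199 in uninjured arteries with 13.1. The upstream box (Box-I, 142018866 to 142019623) and the box in the gene (Box-II, 142017383 to 142017905) touch the same BRD4 interval and the same H3K27ac interval in each condition, so the lists give 1 value, that of the whole interval, for both. In uninjured arteries Box-I was covered over 334 bp by BRD4 and 534 bp by H3K27ac, against 734 bp and 758 bp in injured arteries. An H3K4me1 interval with a mean value of 6.05 was found at Ezh2 only in injured arteries, and an H3K27me3 interval with a mean value of 3.59 only in uninjured arteries, and neither is in the upper 75% of its list.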

We thus determined enhancer’s importance for *Ezh2* expression by using two CRISPR approaches. We first performed enhancer-targeting genome editing through nuclease-active Cas9 and observed reduction in EZH2 mRNA and protein (Fig 4C). In a negative control experiment, EZH2 mRNA was not reduced when we applied sgRNAs that targeted an upstream region very much away (50 kb) from the *Ezh2* TSS (Fig S5). Since genome editing possibly involves off-targets, we then applied a non-genome editing method (Kearns et al, 2014) (used in our recent report) (Yang et al, 2019) which is gaining popularity for minimizing off-target concerns. In principle, guided by sgRNA, deactivated (or dead) Cas9 fused with a repressor protein binds to the targeted enhancer (yet without cutting), thereby hindering its transcription-enhancing function. Using this approach, we again observed a decrease in EZH2 mRNA (sgRNA versus scrambled, Fig 4D). Furthermore, the experiments with siRNA-transfected SMCs indicated that BRD4, but not other BET family members (BRD2 and BRD3), was a determinant of EZH2 transcript and protein levels (Fig 4E and F). Thus, these results together suggest a BRD4/enhancer epigenetic control of EZH2 expression (Fig 4G) in accordance with the foregoing ChIPseq data.

**Figure 4.**
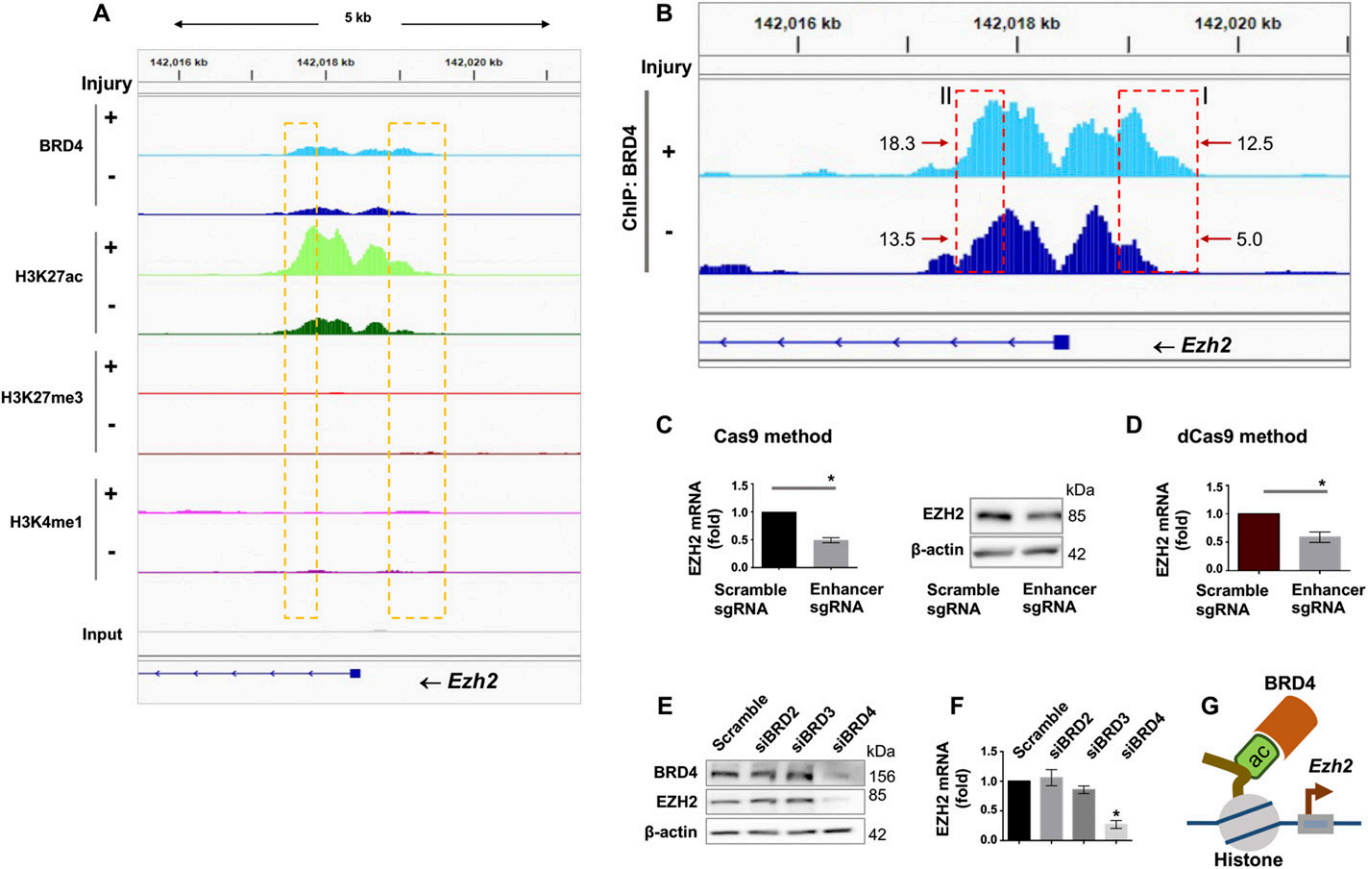
Regulation of EZH2 expression by BRD4 in smooth muscle cells (SMCs) in vitro. **(A, B)** BRD4 ChIPseq peaks at *Ezh2* (B is the zoom-in version of A). Boxes highlight one enhancer region at the distal end of *Ezh2* promoter and another within an intron. Genomic coordinates of Box-I: chr4 142018866-142019623; Box-II: chr4 142017383-142017905. Mean coverage of ChIPseq peaks (indicative of BRD4 binding dencity) within each box is labeled, with an arrow pointing to the box. Note the H3K4me1 signal is low relative to H3K27ac of the same scale. **(C)** Effect of Cas9-mediated enhancer deletion (genome editing) on EZH2 expression in rat primary aortic SMCs. sg, small guide RNA. The pair of sgRNAs flank an *Ezh2* intronic region, that is, +1,161 bp to +218 bp from the transcription start site. Quantification: Mean ± SEM; n = 3 independent experiments; paired *t* test, *P < 0.05. **(D)** Disruption of EZH2 expression through a non-genome-editing, dead Cas9 (dCas9)-facilitated approach. Rat primary aortic SMCs were used. The same sgRNAs (as that in C) were used. Quantification: Mean ± SEM; n = 3 independent experiments; paired *t* test, *P < 0.05. **(E, F)** Effect of BRD4 silencing on EZH2 expression. BRD2, BRD3, or BRD4 was silenced with their specific siRNAs (validated in our recent reports) (Wang et al, 2015; Zhang et al, 2019). Cultured rat aortic SMCs were starved for 6 h before transfection with the siRNA for BRD2, 3, or 4 overnight. The cells recovered (without transfection reagents) for 24 and 48 h before RNA and protein extraction, respectively. EZH2 protein and mRNA were measured with Western blot and qRT-PCR (normalized by ΔΔCT-log_2_) assays. Quantification: Mean ± SEM; n = 3 independent experiments; one-way ANOVA with Bonferroni test, *P < 0.05 compared with the scrambled-sequence siRNA control. **(G)** Schematic depicting BRD4 and its co-localization with H3K27ac at *Ezh2* that promote *Ezh2* transcription. Source data are available for this figure.

**Figure S5.**
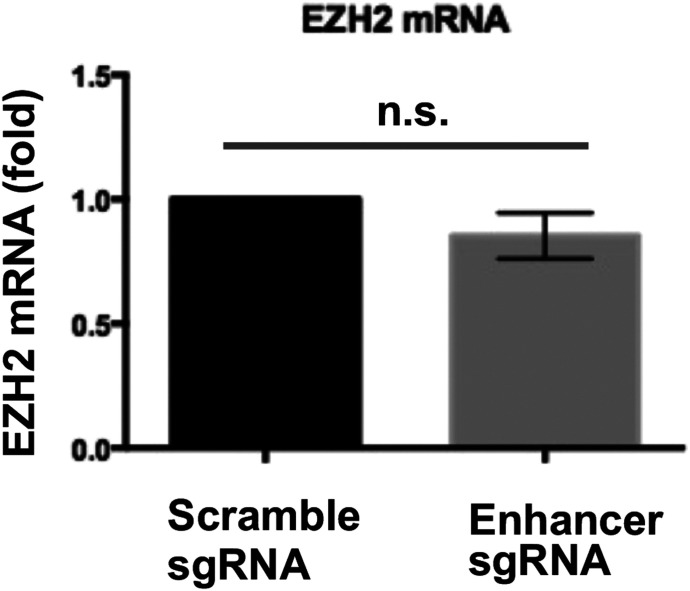
Negative control of enhancer deletion via genome-editing CRISPR. Genome-editing CRISPR was performed as described for Fig 4C except that the sgRNAs targeted an upstream region ∼50 kb away from the *Ezh2* transcription start site. n.s., not significant.

### SMC-specific BRD4 deletion reduces EZH2 and H3K27me3 in injured mouse arteries

We next examined whether the BRD4→EZH2 regulatory axis also occurred in vivo. We first performed conditional KO of BRD4 and IH-inducing wire injury (Fig 5A). Mice were cross-bred with the strains of *Brd4*^*fl/fl*^ and *Myh11-CreER*^*T2*^. Tamoxifen-containing chow was fed to *Brd4*^*fl/fl*^*; Myh11-CreER*^*T2*^ mice to induce SMC-specific BRD4 KO followed by wire injury and collection of femoral arteries for histology (Fig 5B). Immunostaining confirmed tamoxifen-induced BRD4 KO (Fig 5C). Interestingly, as seen in Fig 5D and E, IH (measured as I/M ratio) was drastically reduced in homozygous BRD4 KO mice, either compared with the wild-type (*Brd4*^*+/+*^) or heterozygous (*Brd4*^*+/−*^) animals. This concurred with our previous reports using pharmacological and shRNA approaches (Wang et al, 2015; Zhang et al, 2019). Thus, this result from SMC-specific BRD4 KO mice is significant because it represents the first time demonstration of the SMC-specific role of BRD4 in angioplasty-induced neointimal development.

**Figure 5.**
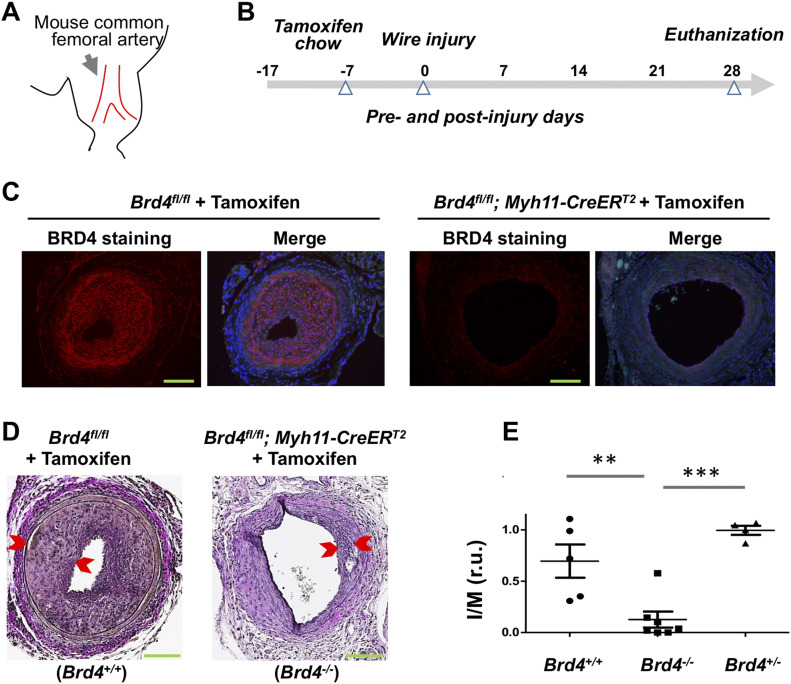
Smooth muscle cell-specific BRD4 KO reduces IH in wire-injured mouse femoral arteries. **(A)** Cartoon of mouse common femoral artery where wire injury was made to induce IH. **(B)** Diagram indicating the time line for tamoxifen feeding, wire injury, and tissue collection. **(C)** Immunofluorescence confirming tamoxifen-induced BRD4 KO in mouse arteries. Scale bar: 50 μm. **(D)** Comparison of IH between WT (*Brd4*^*fl/fl*^) and smooth muscle cell-specific BRD4 KO (*Brd4*^*fl/fl*^; *Myh11-CreER*^*T2*^) mice. Neointima thickness is demarcated by arrow heads. IH is normalized as intima/media area (I/M) ratio. Scale bar: 50 μm. **(E)** Quantification: Mean ± SEM; n = 4–7 mice, as indicated by the data points in scatter plots. Statistics: one-way ANOVA with Bonferroni test; **P < 0.01, ***P < 0.001; r.u., relative unit.

We then measured on artery cross sections the levels of EZH2 (Fig 6A and B) and its catalytic product H3K27me3 (Fig 6C and D). Immunofluorescence indicated that BRD4 KO substantially reduced EZH2 in the neointimal layer, and there was a clear trend of reduced EZH2 protein when quantified in the media or neointima/media combined although the changes did not reach statistical significance. Accordingly, the level of H3K27me3 was markedly lower in *Brd4*^*fl/fl*^*; Myh11-CreER*^*T2*^ versus *Brd4*^*fl/fl*^ mice, as observed in media/neointima layers, with changes nearly significant if quantified separately in the neointima or media. Thus, BRD4 controls EZH2 expression and hence H3K27me3 levels in vivo in injured mouse femoral arteries.

**Figure 6.**
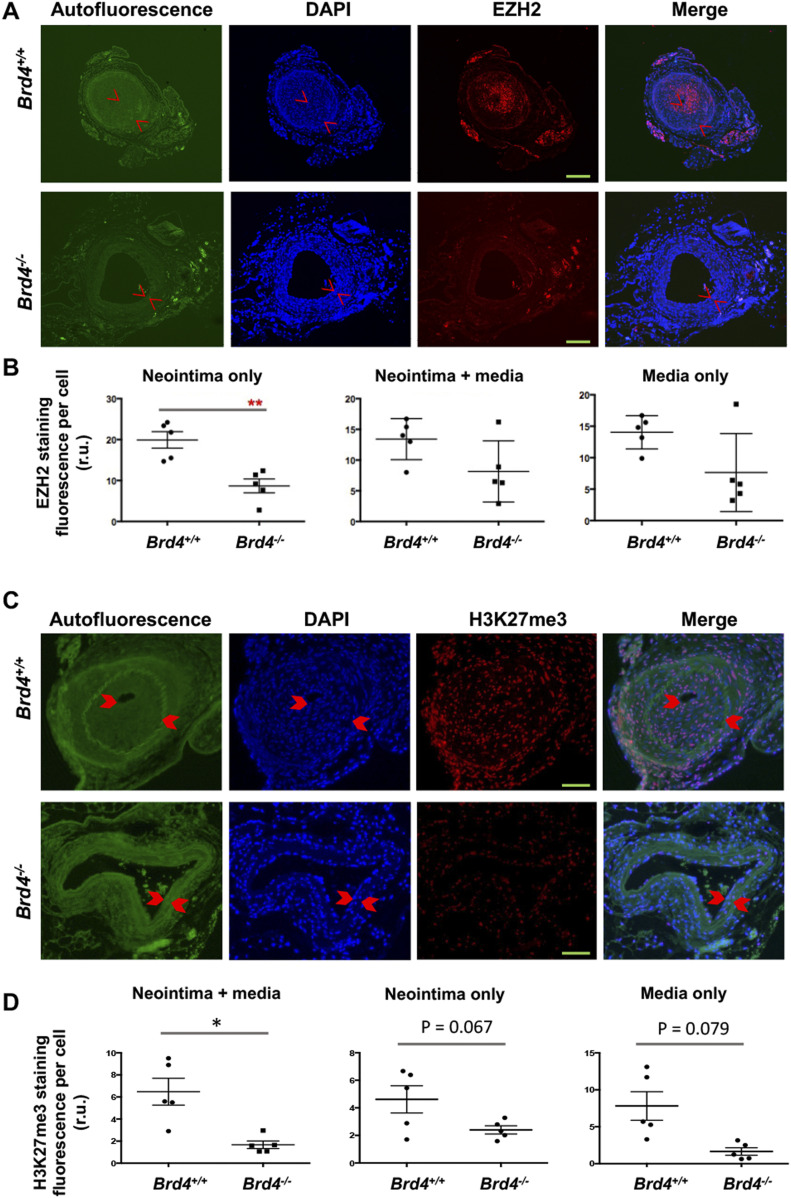
Reduced EZH2 and H3K27me3 in mouse arteries of smooth muscle cell-specific BRD4 KO. Tamoxifen-induced BRD4 KO and wire injury were performed as described for Fig 5. **(A, B, C, D)** Immunofluorescence shows comparison of EZH2 (A, B) or its catalytic product H3K27me3 (C, D) between WT and BRD4 conditional KO mice. Neointima is demarcated by arrow heads. Fluorescence intensity was normalized to cell number (DAPI-stained nuclei). Scale bar: 50 μm. Quantification: Mean ± SEM; n = 5 mice as indicated by the data points in scatter plots. Statistics: nonparametric Mann–Whitney test following Shapiro–Wilk normality determination, *P < 0.05, **P < 0.01; r.u., relative unit.

### EZH2 and EZH1 each promotes IH in angioplasty-injured rat carotid arteries

Inasmuch as BRD4 is a determinant of EZH2 expression and IH, as found herein, we inferred that EZH2 would play a positive role in IH as well. Consistently, EZH2 protein was up-regulated in rat carotid arteries after angioplasty (Fig S6A and B). However, there are two EZH isoforms and their isoform-specific role in IH was not previously differentiated. Compared with EZH2, EZH1 is a much less studied isoform with no known IH-associated function. To determine the specific roles of the two EZH isoforms in neointimal development, we performed gain-of-function experiments taking advantage of the method of local lentiviral gene transfer to the injured artery wall (Huang et al, 2020) (Fig 7A). We found that compared with the GFP control, increasing EZH2 heightened H3K27me3 (Fig 7B) and exacerbated IH and restenosis (lumen narrowing) (Fig 7C). Consistently, immunostained mitotic marker proliferating cell nuclear antigen overlapped with H3K27me3 in the nuclei of periluminal neointimal cells (Fig S7). One would thus predict that blocking the enzymatic activities of both EZH1 and EZH2 should be effective for IH inhibition. Indeed, IH diminished in the loss-of-function experiment with the pan-EZH1/2 inhibitor UNC1999 applied (Fig 7D and E). This result concurred with other lines of pharmacological evidence (Liang et al, 2019; Lino Cardenas et al, 2019). Pharmacological observations are inevitably confounded by off-target effects. Moreover, pan-EZH inhibitors cannot distinguish between EZH2 and EZH1 especially when applied in vivo where it is impractical to control inhibitor concentrations in tissues. In this regard, our findings made through EZH1- or EZH2-specific expression are important, which not only delineate a pre-conceived pro-IH function of EZH2 (Liang et al, 2019; Lino Cardenas et al, 2019) but also uncover a previously unknown in vivo role for EZH1 in promoting IH.

**Figure S6.**
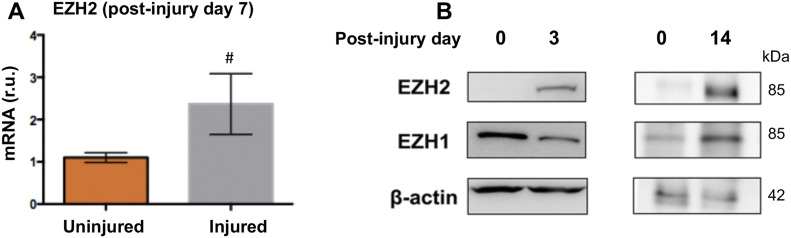
Angioplasty-induced EZH2 up-regulation in rat carotid arteries. **(A, B)** The samples are equivalents of those used for ChIPseq in Fig 1. qRT-PCR data were normalized using the ΔΔCT-log2 approach. Quantification: Mean ± SD; n = 3 repeats; unpaired *t* test, *P* = 0.15. r.u., relative unit. Source data are available for this figure.

**Figure 7.**
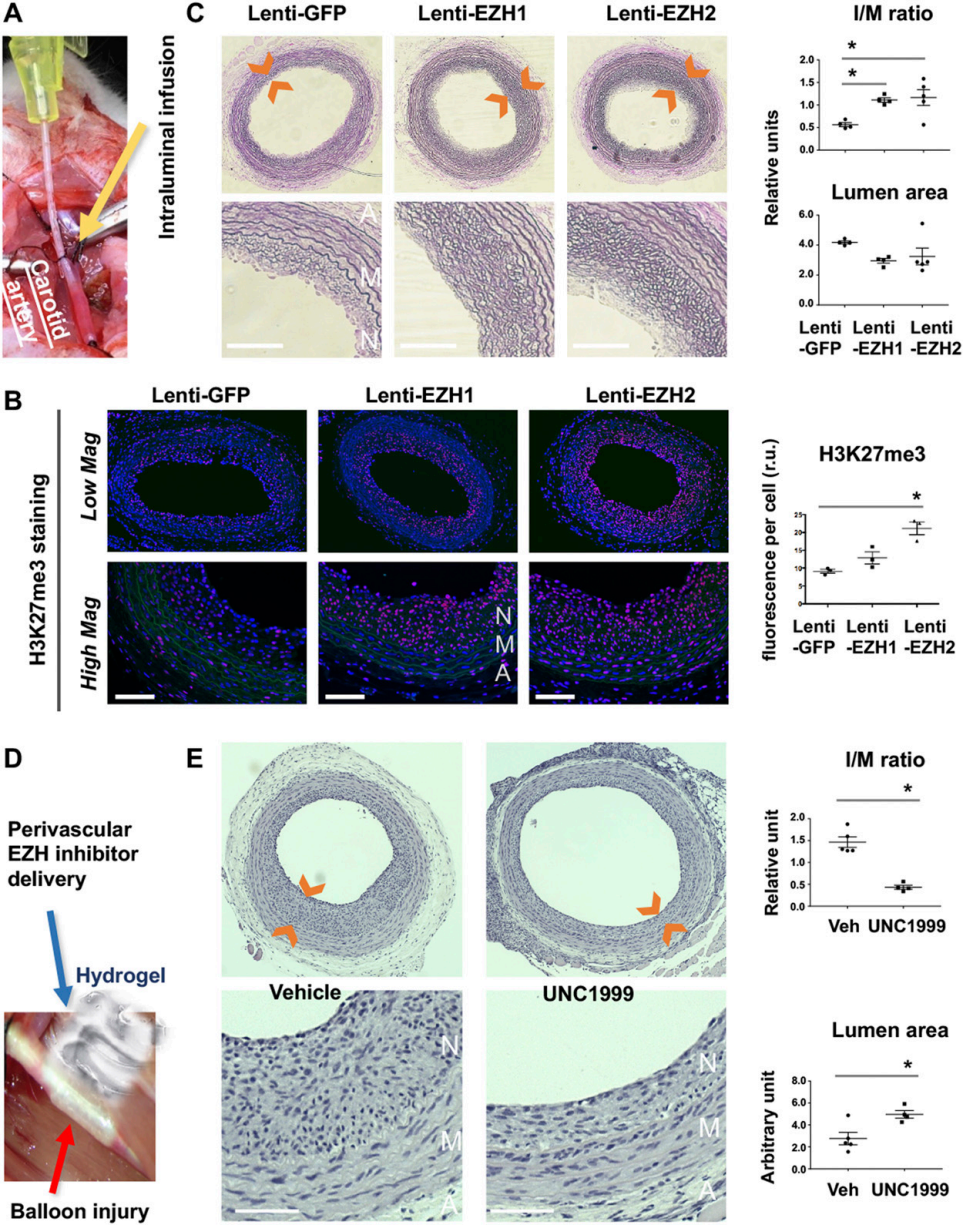
Effect of EZH1 or EZH2 gain- or loss-of-function on IH in balloon-injured rat carotid arteries. **(A)** Picture illustrating intraluminal infusion of lentivirus to express a gene in the balloon-injured rat carotid artery wall. A cannula (yellow device) connected to a syringe was used to inject lentivirus to the carotid artery lumen for infusion into the injured artery wall. **(B)** Gain of function. EZH overexpression (EZH1 or EZH2 each in fusion with GFP) in the injured rat carotid artery wall was accomplished via intraluminal infusion of lentivirus. Arteries were collected at post-injury day 14 for histology. Immunostained cross sections indicate increase of H3K27me3 in EZH-overexpressing arteries versus Lenti-GFP controls, predominantly in the neointima layer. A, adventitia. M, media. N, neointima. Scale bar: 50 μm. Quantification: Mean ± SEM; n = 3 rats; one-way ANOVA with Bonferroni test, *P < 0.05. No significance between Lenti-EZH1 and Lenti-GFP. **(C)** EZH gain-of-function exacerbates IH (measured as I/M ratio). Neointima is demarcated between arrow heads. Scale bar: 50 μm. Quantification: Mean ± SEM; n = 4–5 rats; one-way ANOVA with Bonferroni test, *P < 0.05. **(D)** Picture depicting perivascular application of pan-EZH inhibitor UNC1999 dispersed in a thermosensitive hydrogel. **(E)** EZH loss of function (inhibition) mitigates IH. Arteries were collected at post-injury day 14. Scale bar: 50 μm. Quantification: Mean ± SEM; n = 4–5 rats; unpaired *t* test, *P < 0.05.

**Figure S7.**
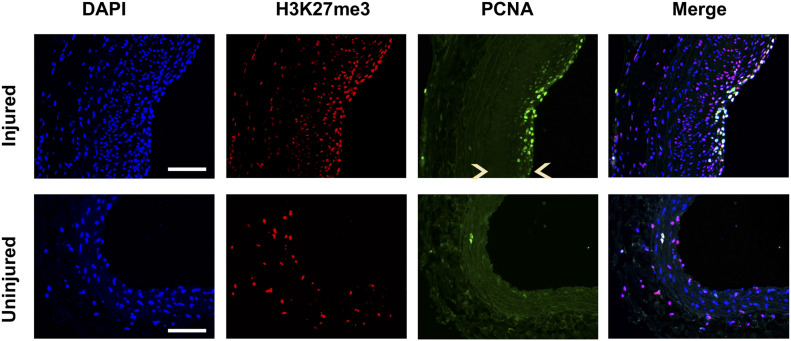
Overlap of proliferating cell nuclear antigen (PCNA) with H3K27me3 in the neointima. Rat common carotid arteries were balloon-injured and collected on day 14 after injury. Cross sections were immunostained for H3k27me3 or PCNA. Immunofluorescence shows PCNA colocalization with H3K27me3 in DAPI-stained nuclei. Neointima is indicated between arrow heads. Scale bar: 50 μm.

### EZH2 and EZH1 each promotes SMC proliferation and migration in vitro

To dissect EZH-mediated functional mechanisms, we used the PDGF-induced cellular model that exhibits salient pro-IH migratory and proliferative SMC phenotypic transition (Wang et al, 2015). Pretreatment with the pan-EZH1/2 inhibitor UNC1999 concentration-dependently inhibited PDGF-induced SMC proliferation and migration (Fig S8A and B). Furthermore, in an isoform-specific manner, silencing either EZH2 or EZH1 with shRNA markedly inhibited PDGF-induced SMC proliferation and migration (Fig 8A–D). It is common that some isomers are functionally redundant; in other words, knocking down/out one isomer fails to impart a significant functional effect because of the compensatory effect of other isomers(s). Opposing this scenario, our results indicated that EZH2 and EZH1 were non-redundant in promoting the pro-IH SMC behaviors. This is interesting, given that redundancy of EZH2 and EZH1 was reported in other biological contexts (Ezhkova et al, 2011; Wassef et al, 2019). In further support of this conclusion, lentivirus-mediated gain-of-function experiments indicated that increasing either EZH2 or EZH1 enhanced SMC proliferation and migration (Fig 8E–H) and exacerbated IH (Fig 7). Thus, these in vitro results together with the foregoing in vivo evidence demonstrate that EZH2 and EZH1 each plays a positive role in proliferative/migratory SMC phenotypic transition and neointimal development.

**Figure S8.**
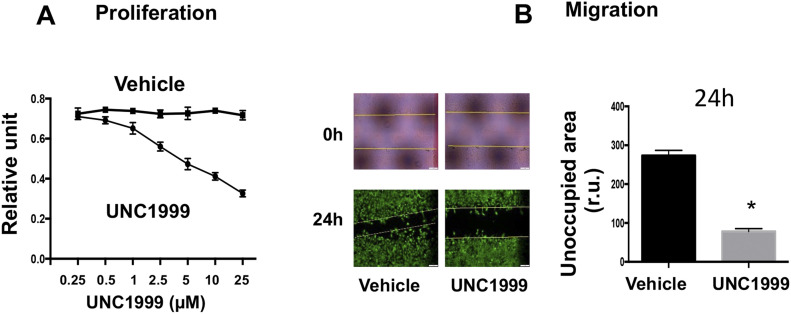
pan-EZH inhibitor mitigates smooth muscle cell proliferation and migration. MOVAS cells were cultured, starved for 6 h, pretreated with vehicle (DMSO) or the pan-EZH1/2 inhibitor UNC1999 for 2 h, and then stimulated with PDGF-BB (final 20 ng/ml). **(A, B)** For proliferation (A) and migration (B, 5 μM UNC1999) assays, cells were harvested at 72 h or imaged at 24 h after PDGF-BB stimulation, respectively. For the scratch assay, the calcein dye was added at the end of 24 h PDGF treatment to illuminate the cells. The yellow lines on the 0 h picture demarcate the original scratched cell-free gap.

**Figure 8.**
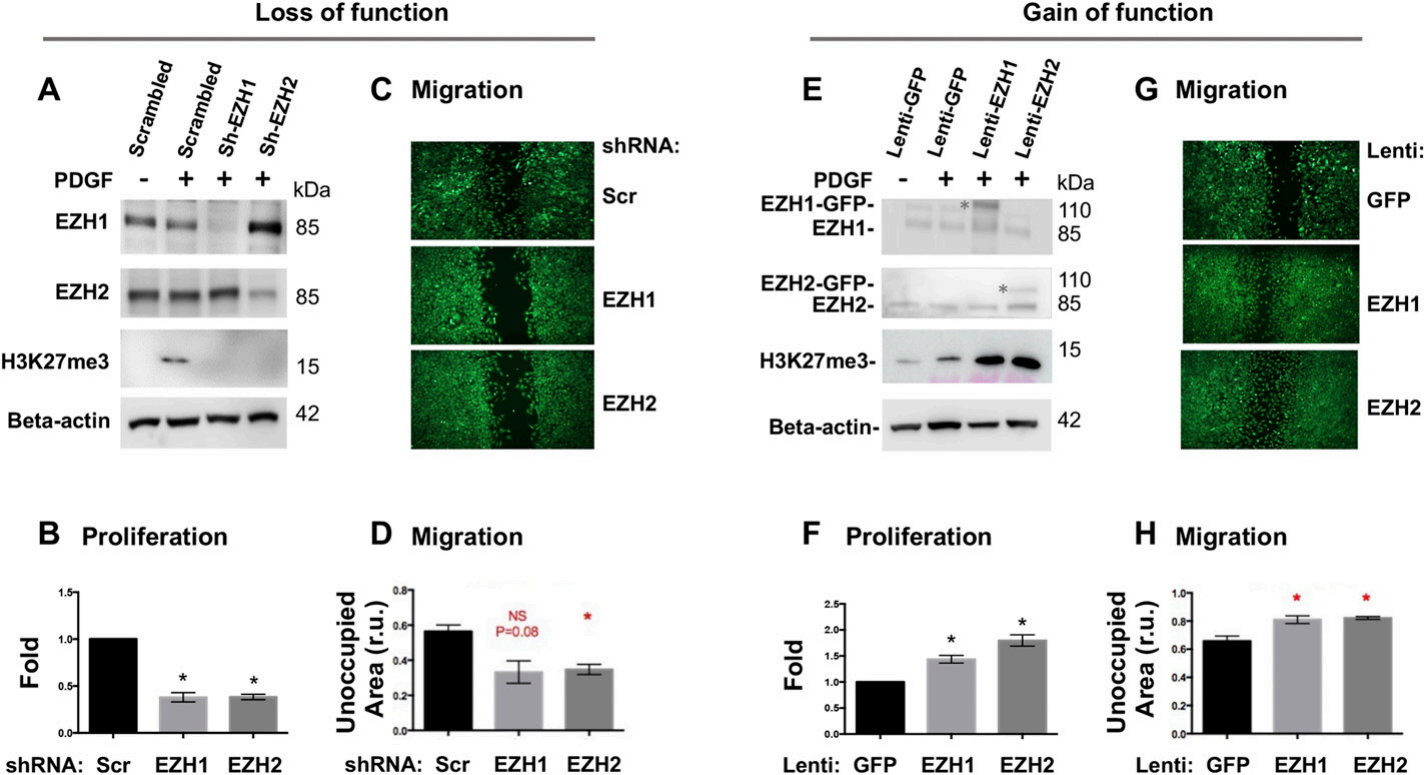
Effect of EZH1 or EZH2 gain- or loss-of-function on smooth muscle cell proliferation and migration. **(A, B, C, D)** Loss of function. Silencing efficiency is indicated by Western blots (A). For proliferation (B) and migration (C, D) assays, cells were harvested at 72 h or imaged at 24 h after PDGF-BB stimulation, respectively. Scr, scrambled. NS, not significant. **(E, F, G, H)** Gain of function. EZH1 or EZH2 overexpression is shown in Western blots (E). * marks the recombinant protein in fusion with GFP; the lower band is endogenous protein. For proliferation (F) and migration (G, H) assays, cells were harvested at 72 h or imaged at 24 h after PDGF-BB stimulation, respectively. Quantification: Mean ± SEM; n = 3 independent experiments. Statistics: one-way ANOVA with Bonferroni test, *P < 0.05. Source data are available for this figure.

### EZH2 and EZH1 each regulates the expression of both P57 and cyclin-D1

To better understand the profound impact of EZH2 on SMC proliferation/migration, we next investigated its possible downstream molecular effectors. We first looked into P57 and cyclin-D1, the well-documented representative anti-proliferative and pro-proliferative factors, respectively (Marx et al, 2011). Pretreatment of SMCs with UNC1999 partially de-repressed *P57* expression and inhibited *Ccnd1* expression, at both mRNA and protein levels in the presence of PDGF-BB (Fig 9A and B). The data from shRNA expression demonstrated that either EZH2 or EZH1 loss-of-function partially reinstated PDGF-suppressed *P57* expression (no significance in the case of EZH1) while blocking the PDGF induction of *Ccnd1* expression (Fig 9D and E). Accordingly, the gain-of-function experiments led to an opposite result (Fig 9G and H). Although the impact of EZH1 overexpression on Cyclin-D1 mRNA and P57 protein, and that of EZH2 overexpression on P57 protein did not reach a statistical significance, the latter agreed with the literature evidence from a different cell type (Sermer et al, 2019). Nonetheless, multiple lines of evidence indicate that EZH2 and EZH1 each negatively regulates anti-proliferative P57 and positively regulates pro-proliferative Cyclin-D1 in SMCs in vitro.

**Figure 9.**
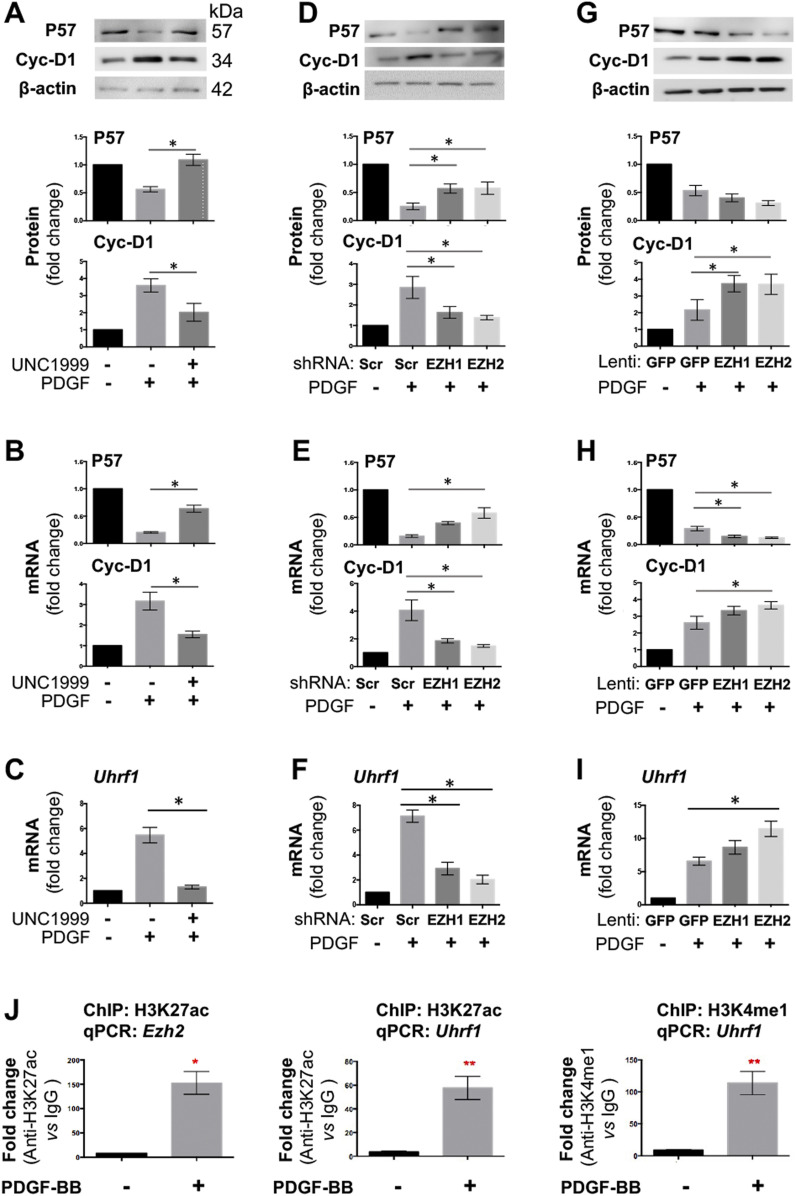
Effect of EZH1 or EZH2 gain- or loss-of-function on target gene expression. MOVAS cells were pretreated with the pan-EZH1/2 inhibitor UNC1999 (5 μM) for 2 h, or transduced with lentivirus to silence or overexpress EZH1 or EZH2. Starved cells were stimulated with PDGF-BB (final 20 ng/ml) for 24 or 48 h before harvest for qRT-PCR or Western blot assay, respectively. Quantification: Mean ± SEM; n = 3 independent experiments. Statistics: one-way ANOVA with Bonferroni test, *P < 0.05, **P < 0.01. **(A, B, C)** Effect of pan-EZH1/2 inhibition on the expression of P57, cyclin-D1, and UHRF1. **(D, E, F)** Effect of EZH1 or EZH2 silencing on the expression of P57, cyclin-D1, and UHRF1. **(G, H, I)** Effect of increasing EZH1 or EZH2 on the expression of P57, cyclin-D1, and UHRF1. **(J)** ChIP-qPCR indicating H3K27ac or H3K4me1 binding at *Ezh2 or Uhrf1*. qPCR data were normalized to IgG control. Source data are available for this figure.

### EZH2 regulates the expression of UHRF1, another pro-IH chromatin modulator

In the quest for novel targets that responded to angioplasty-induced EZH2/H3K27me3 up-regulation, UHRF1 appeared as an attractive candidate based on the ChIPseq data. 

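The H3K27me3 interval at Uhrf1 in uninjured arteries stood at percentile 37.3 of its list by mean value. Of the other cell cycle genes that lost an H3K27me3 promoter peak, Cdk6 had a mean value of 6.73, E2f3 of 5.63 and Cdc20 of 5.02 in uninjured arteries. Uhrf1, Top2a, Ccnb1 and Cdc6 were among the genes of the cell cycle that gained H3K27ac, with mean values of 10.2 at Top2a, 9.06 at Ccnb1 and 9.48 at Cdc6 in injured arteries. BRD4 promoter peaks were gained at Uhrf1 and Top2a and lost at Ccnb1 and Cdc6.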

As seen in Fig 3C (boxed region), H3K27ac peaks rose whereas H3K27m3 peaks declined at *Uhrf1* after injury, implicating *Uhrf1* activation. Recently, UHRF1 was functionally linked to the reading of both histone methylation and acetylation (Taniue et al, 2020). Furthermore, *Ezh2* and *Uhrf1* were found in the same gene network both promoting keratinocyte self-renewal (Mulder et al, 2012). However, whether EZH2 regulates UHRF1 expression was not known. Here we found that UNC1999 blocked PDGF-stimulated SMC *Uhrf1* mRNA expression (Fig 9C). While EZH2 (or EZH1) loss-of-function reduced, their gain-of-function increased *Uhrf1* transcripts (Fig 9F and I). Thus, we identified *Uhrf1* as a target gene of the H3K27me3 writer EZH2, a finding consistent with the recently reported positive role of UHRF1 in SMC proliferation and injury-induced IH (Elia et al, 2018). Importantly, guided by the in vivo ChIPseq data (Figs 3 and 4), the experiments of ChIP-qPCR using the in vitro SMC model demonstrated mitogen-induced H3K27ac enrichment at *Ezh2* and *Uhrf1* (Fig 9J), bridging in vitro and in vivo observations. Indeed, while UHRF1 markedly decreased in the neointima due to BRD4 KO in mouse arteries (Fig 10A and B), it was increased by EZH2 (or EZH1) gain-of-function in injured rat arteries (Figs 10C and D and S9). Collectively, these and other results in this study for the first time provide in vitro/in vivo evidence for a BRD4→EZH2→UHRF1 epigenetic signaling cascade. The new information helps mechanistic interpretation for the angioplasty-induced H3K27me3 upsurge and redistribution that occur during neointima formation.

**Figure 10.**
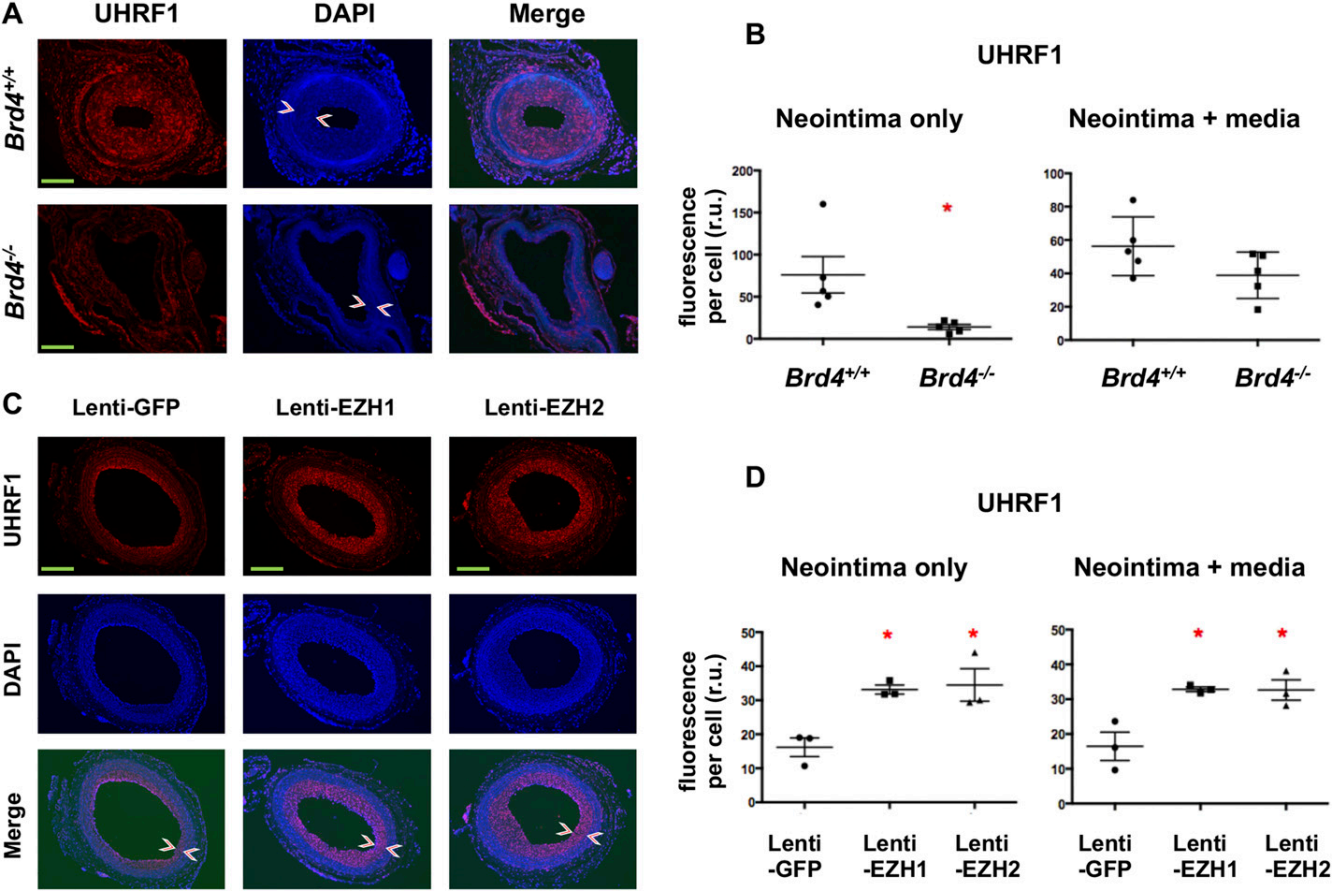
Immunofluorescent detection of UHRF1 on artery cross sections. **(A, B)** Decrease in UHRF1 due to tamoxifen-induced BRD4 KO in wire-injured mouse femoral arteries. Neointima is demarcated between arrow heads. Scale bar: 50 μm. Fluorescence intensity was normalized to cell number. Quantification: Mean ± SEM; n = 5 mice. Statistics: nonparametric Mann–Whitney test following Shapiro–Wilk normality determination, *P < 0.05; r.u., relative unit. **(C, D)** Increase of UHRF1 after EZH1 or EZH2 overexpression in angioplasty-injured rat carotid arteries. Neointima is demarcated between arrow heads. Scale bar: 50 μm. Fluorescence intensity was normalized to cell number. Quantification: Mean ± SEM; n = 3 rats. Statistics: nonparametric Mann–Whitney test following Shapiro–Wilk normality determination, *P < 0.05 compared with GFP control; r.u., relative unit.

**Figure S9.**
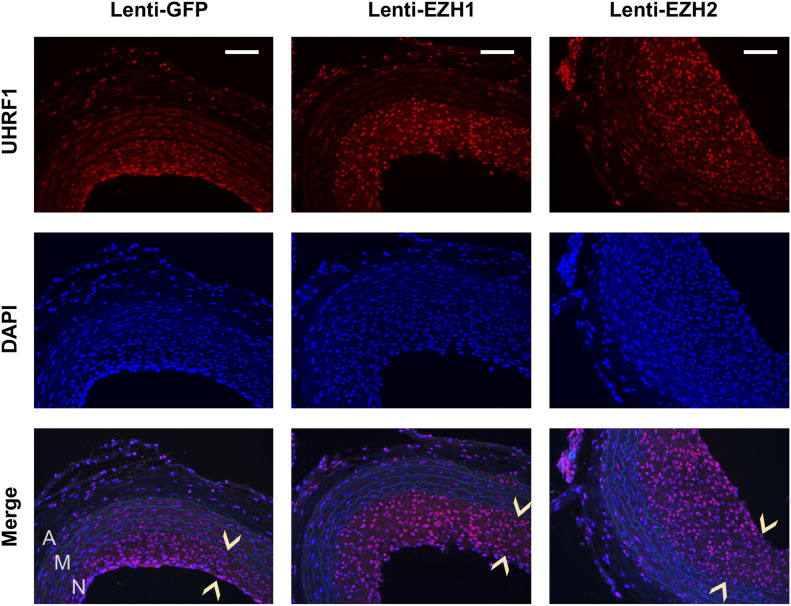
UHRF1 immunofluorescence localized in the nuclei of neointima cells. The pictures are high-mag versions of that presented in Fig 10C. Neointima is indicated between arrow heads. A, adventitia. M, media. N, neointima. Scale bar: 50 μm.

## Discussion

Whereas epigenetics is increasingly recognized as crucial in cardiovascular diseases (Stratton et al, 2019), epigenome-scale studies pertaining to IH have been mostly reliant on cultured cells (Brown et al, 2014; Yao et al, 2018; He et al, 2019). Moreover, the nuanced mechanisms involving the interplay of chromatin modulators are overall poorly understood. We report here the first in vivo ChIPseq epigenomic survey focusing on angioplasty-induced IH. We found surging rather than declining H3K27me3 binding intensity after angioplasty. Further analyses revealed that whereas post-angioplasty H3K27ac occupancy increased at pro-proliferative genes (e.g., *Uhrf1*), H3K27me3 enrichment redistributed from these genes to anti-proliferative genes such as *P57*. Moreover, H3K27ac reader BRD4 dictated the level of the H3K27me3 writer EZH2, which in turn positively regulated UHRF1 expression. As such, these results illustrate previously unrecognized genome-wide H3K27me3 remodeling that occurs upon neointima formation and involves the interplay of epigenetic regulators BRD4, EZH2, and UHRF1.

Balloon angioplasty is a common procedure for treating cardiovascular diseases, predominantly atherosclerosis—a stenotic disease. Paradoxically, this treatment precipitates the formation of lumen-occupying neointima (so called IH), ultimately leading to recurrent stenosis. Angioplasty mechanically injures the artery and the endothelial lining of the inner vessel surface. This exposes medial SMCs to a myriad of stimuli in the blood that trigger proliferation/migration of SMCs which then build up neointima (Wang et al, 2018). Accordingly, the main theme of research and findings in regard to SMC/neointima proliferation has long been the activation of pro-proliferative/migratory genes and pathways (Marx et al, 2011; Byrne et al, 2015). In fact, studies on gene regulation in general have been dominated by a focus on gene activation rather than repression (Doni Jayavelu et al, 2020; Pang & Snyder, 2020). It was thus initially counter-intuitive for us to see an angioplasty-induced prevailing increase of genome-wide H3K27me3 binding intensity. Although pharmacological evidence exists for an IH-mitigating effect of pan-EZH inhibitors that hinder H3K27me3 deposition (Zhang et al, 2017; Liang et al, 2019; Lino Cardenas et al, 2019), to the best of our knowledge, there was a lack of in vivo IH-associated epigenome-scale study of H3K27me3 remodeling. Rather than merely showing a gross change of total methylated histone proteins (e.g., immunoblotting or staining), the current ChIPseq study allowed for elaboration of the binding intensity of histone marks (e.g., H3K27me3) at specific genomic loci. Along this line, it is important to note that although still under-appreciated, recent progress contends that just as critical in biology is the process of gene repression (Doni Jayavelu et al, 2020; Pang & Snyder, 2020). In this perspective, the herein observed genome-wide surge of H3K27me3, a gene repression signal in a pro-proliferative in vivo model, is not only informative for vascular studies but also inspiring in regard to future research in chromatin biology.

It was further intriguing to observe angioplasty-induced redistribution of H3K27me3 in the genomic landscape. A working hypothesis emerges from the data of UHRF1 and cyclin-D1 (*Ccnd1*) which exemplify pro-proliferative factors, and from that of P57 (*Cdkn1c*), a bona fide representative of anti-proliferative factors (Marx et al, 2011). As schematized in Fig 3D, after arterial injury, H3K27me3 accumulates at *P57* to repress its transcription; however, at *Uhrf1* and *Ccnd1*, H3K27me3 diminishes, thereby de-repressing their transcription, whereas these sites are replenished instead with transcription-activating H3K27ac. While each of these changes favors SMC/neointima proliferation, their combination could impart a “double whammy” effect. In accordance with the post-angioplasty H3K27me3/H3K27ac remodeling, angioplasty up-regulates the H3K27me3 writer EZH2 (Ai et al, 2017); indeed, H3K27ac reader BRD4 which governs EZH2 expression is also up-regulated (Wang et al, 2015). In an overview of the reconstructed epigenomic landscape, a pathway is likely hereby paved, leading to heightened SMC proliferation and IH.

Indeed, we found that BRD4 and H3K27ac, both active enhancer marks promoting transcription (Ozer et al, 2018). Shi and Vakoc (2014) and Bradner et al (2017), co-localized at *Ezh2*, and their occupancy increased after angioplasty. Accordingly, BRD4 dictated EZH2 expression in vitro and in vivo. In line with our finding, enhanced efficacy by combining BRD4 and EZH2 inhibitors has been reported in oncology (Huang et al, 2018). In support of the IH-associated importance of this BRD4/EZH2 axis, reports indicated that BRD4 dramatically increased in the neointima and it was implicated as a driver of IH in a model induced either by angioplasty (Wang et al, 2015) or vein grafting (Zhang et al, 2019) although a SMC-specific role for BRD4 was not determined. Herein, our study demonstrated an IH-promoting function of BRD4 using mice of SMC-specific BRD4 KO. A pro-IH effect of EZH2 gain-of-function was also observed, in keeping with a BRD4→EZH2 hierarchical relationship. In addition, our data for the first time indicated non-redundancy of EZH2 and EZH1 in SMC proliferation/migration and IH. Functional redundancy of isoforms manifests when the silencing of one isoform is compensated for by the other isoform(s) and hence would not produce a covert effect. However, there was no obvious compensatory effect in either EZH1 or EZH2 loss- or gain-of-function experiments. This non-redundancy was somewhat a surprise because EZH1 was deemed redundant to EZH2 in other tissues and diseases, for example, skin and tumor (Ezhkova et al, 2011; Wassef et al, 2019). Moreover, EZH1 is a much less studied isoform and its function was not known in SMC pathophysiology, particularly in IH. Echoing our result of non-redundancy between EZH1 and EZH2, their differentiated roles were recently found in heart development and regeneration (Ai et al, 2017).

In the pursuit of effector genes downstream of EZH2, we were attracted to *Uhrf1*, where H3K27ac/BRD4 binding intensities increased whereas H3K27me3 binding decreased in injured (versus uninjured) arteries. Very recently, UHRF1 was reported to be a pro-IH factor (Elia et al, 2018). In another study, UHRF1 acted as a multifunctional epigenetic reader located at both histone methylation and acetylation marks (Taniue et al, 2020). UHRF1 and EZH2 were previously linked for their paralleled functions in keratinocyte self-renewal (Ezhkova et al, 2009) and for their positive correlation in human prostate tumor samples (Babbio et al, 2012). However, whether EZH2 and/or BRD4 impose an epigenetic control over UHRF1 was not known. Our ChIPseq data illustrated injury-stimulated BRD4/H3K27ac enrichment at *Uhrf1*. Moreover, while BRD4 KO reduced UHRF1 in injured mouse arteries, increasing EZH2 in injured rat arteries elevated UHRF. Thus, these and other results obtained herein are consistent with an epigenetic signaling axis of BRD4→EZH2→UHRF1. Epigenetic players have become increasingly appreciated for their importance in vascular homeostasis and dysregulation, yet their functional relationships remain poorly interpreted. To this end, herein we identified angioplasty-induced genome-wide chromatin remodeling that entails a BRD4→EZH2→UHRF1 regulatory cascade. It is important to further study this hierarchical (or possibly also co-operative) mechanistic axis and other involved chromatin-associated players, for better understanding of pro-IH molecular targets and the underlying chromatin biology.

### Conclusions

The current study presents integrated information from in vivo epigenome-scale survey, conditional KO and gene transfer, and the functional relation between chromatin regulators in rodent models of IH. The data revealed an angioplasty-triggered surge of genome-wide occupancy by H3K27me3, a gene repression mark. Moreover, H3K27me3 enrichment shifted to anti-proliferative genes from pro-proliferative genes where gene activation mark H3K27ac accumulated instead. In accordance, H3K27ac reader BRD4 enriched at the locus of the H3K27me3 writer EZH2 and governed its expression. These results highlight previously under-appreciated H3K27me3 remodeling that occurs upon neointima proliferation and entails a BRD4→EZH2→UHRF1 regulatory cascade. However, with future translation in mind, it is important to note limitations in the current study. These include the use of healthy animals without human-like disease backgrounds, uncertain contribution of ECs in the ChIPseq samples, and the lack of data from human samples. pharmaceutical development of “epi-drugs” is rapidly advancing, though mainly in the cancer field (Shin & Bayarsaihan, 2017). To seize this momentum for improved treatments of vascular diseases, more research is warranted to delineate the specific roles of various chromatin modulators and relationships thereof of in the IH disease background.

## Materials and Methods

### Animals

All animal studies conform to the Guide for the Care and Use of Laboratory Animals (National Institutes of Health) and protocols approved by the Institutional Animal Care and Use Committee at University of Virginia.

### Balloon angioplasty in rat carotid arteries

To induce IH, the Fogarty balloon catheter for clinical thrombectomy (2F, Edwards Scientific) was applied in male Sprague–Dawley rats (300–350 g) to injure the left common carotid artery, as we previously described (Wang et al, 2015). The contralateral right common carotid artery was partially dissected but not balloon-injured, and hence served as the sham control. Briefly, an incision was made in the neck of anesthetized animal. Through an opening on the left external carotid artery, the balloon was inserted and advanced ∼1.5 cm into the common carotid artery, inflated (at 1.5 atm), withdrawn to the bifurcation, and then deflated before next insertion. This procedure was repeated three times. Blood flow was resumed in the common and internal carotid arteries (after ligating the external artery). The animal was maintained in general anesthesia with inhalation of 2–2.5% of isoflurane. Analgesics including carprofen and bupivacaine were injected to the animal recovering from anesthesia. Animals were euthanized in a chamber slowly filled with CO_2_.

### Artery tissue ChIP sequencing and data processing

Tissue collection was performed at 7 d after balloon angioplasty. From the same animal, we collected the endothelially damaged central segment of the balloon-injured common carotid artery (denoted as “injured” throughout this study) and the contralateral common carotid artery without angioplasty (sham control, denoted as “uninjured”). To preserve the artery “real-time” epigenetic information, the collected tissue samples were immediately snap-frozen in liquid N_2_. Artery tissues (injured or uninjured) from 50 rats were pooled for ChIPseq analysis at Active Motif per company standard procedures, and the sequencing raw data satisfactorily met quality control. In brief, chromatin was isolated after adding lysis buffer, followed by disruption with a Dounce homogenizer. Genomic DNA was sheared to an average length of 300–500 bp by sonicating the lysates, and the segments of interest were immunoprecipitated using an antibody (4 μg) against BRD4, H3K27ac, H3K27me3, or H3K4me1. The protein/DNA complexes eluted from beads were treated with RNase and proteinase K, crosslink was reversed, and the ChIP DNA was then purified for use in the preparation of Illumina sequencing libraries. Standard steps included end-polishing, dA-addition, adaptor ligation, and PCR amplification. The DNA libraries were quantified and sequenced on Illumina’s NextSeq 500, as previously described (Ozer et al, 2018). Sequence reads were aligned to the reference genome Rno5, peak locations were identified using Macs2 algorithm (Zhang et al, 2008) and annotated based on UCSC RefSeq. Differential peak locations were called using SICER (Zang et al, 2009). In-house shell and R scripts (https://www.r-project.org) were used for data integration. To summarize and cluster genome-wide TSS coverage as heat maps, deepTools (Ramirez et al, 2014) compute matrix and plotheatmap functions were used. IGV (http://www.broadinstitute.org/igv/) was used for visualization. Annotation files were downloaded from UCSC. To quantify ChIPseq peak values (Table S1), bigwig was converted to bedgraph and mean coverage was calculated using bedtools map for genomic regions mapped in IGV plots. Data are available through GEO with accession number GSE194390.

### Conditional KO of BRD4 and mouse femoral artery wire injury

The *Brd4*^*fl/fl*^ mouse line (Dey et al, 2019) with loxP sites flanking *Brd4* exon 3 were kindly provided by Dr. Keiko Ozato from National Institute of Child Health and Human Development (NICHD). The smooth muscle lineage-specific, tamoxifen-inducible Cre strain (*Myh11-CreER*^*T2*^) was purchased from The Jackson Laboratory. These two strains were crossed, and the offsprings carrying *Brd4*^*fl/fl*^ and/or *Myh11-CreER*^*T2*^ were selected through genotyping as previously described (Dey et al, 2019). Genotyping PCR primers are provided in Table S2. Mice were fed with tamoxifen-citrate chow (TD.130860) for 10 d, and then with normal diet for another 7 d before femoral artery wire injury to induce IH.

Table S2 Primers for Brd4^−/−^ genotyping.

Mouse femoral artery wire injury was performed as described in detail in our publication dedicated to this model (Takayama et al, 2015). Briefly, a midline incision was made in the ventral left thigh to dissect the common femoral artery. The distal and proximal ends of the femoral artery were temporally looped. An arteriotomy was made on the deep femoral artery muscular branch, through which a 0.015″ guide wire (REF#C-SF-15-15; Cook Medical) was inserted and kept stationary for 1 min. After removal of the wire, the muscular branch was ligated and blood flow was resumed. At 28 d after injury, femoral arteries were collected after perfusion fixation (with PBS first and then 4% paraformaldehyde) at a physiological pressure of 100 mm Hg. The animal was kept anesthetized with inhalation of 2.5% of isoflurane throughout the terminal procedure. Animals were euthanized in a chamber slowly filled with CO_2_.

### Lentiviral vector construction for EZH1 or EZH2 silencing or overexpression

To construct a lentiviral vector for the expression of EZH1- or EZH2-specific shRNAs, the pLKO.1-puro empty vector was purchased from Addgene. A scrambled shRNA control and shRNAs specific for the mouse EZH1 and EZH2 genes were designed by RNAi Central (http://cancan.cshl.edu/RNAi_central/step2.cgi). The corresponding shRNA-expressing lentivectors were constructed by using the pLKO.1-puro vector as a template. For each gene, shRNAs of three different sequences were used in combination (5:3:2). The sequences that proved to be efficient are listed in Table S3. For EZH overexpression, EZH1 and EZH2 cDNA clones were purchased from Origene (Cat. no. RC202367 and Cat. no. RC202054). Lenti-EZH1-GFP and Lenti-EZH2-GFP were constructed based on these cDNA clones using a GFP-expressing lenti-vector as we previously described (Zhang et al, 2019). Lentiviruses were packaged in Lenti-X 293T cells (Cat. no. 632180; Clontech) using a three-plasmid expression system (pLKO.1-shRNAs-puro, psPAX2 and pMD2.G) as described in our recent reports (Wang et al, 2015; Zhang et al, 2019).

Table S3 siRNA or shRNA sequences for mouse and rat genes.

### Gene-editing and non-gene editing CRISPR approaches

For enhancer deletion, we first took a gene-editing approach used in our studies (El Refaey et al, 2017; Yang et al, 2019) and an online software (http://crispor.tefor.net/) for sgRNA design and off-target screening. Each of the pair of sgRNA oligos with sequences flanking the enhancer region was cloned into the lentiCRISPR v2 vector, which contains the gene of *Streptococcus pyogenes* CRISPR-Cas9 (ID52961; Addgene). The lentiCRISPR v2 vector without a sgRNA sequence was used as “scrambled” control. The sequences of the pair of sgRNAs are 5′-AGACTGGCCAGGCACTCGCGCGG-3′ (+1,161 bp from TSS) and 5′-AAATCTCTAGGGGTTGGTTGTGG-3′ (+218 bp from TSS). We also used a deactivated or dead Cas9 approach (without genome editing). The CRISPR/dCas9 transcriptional repression system was used (Kearns et al, 2014; Yang et al, 2019). The same sgRNA pair as mentioned above were subcloned into the pLV-EGFP:T2A:Neo-U6-sgRNA plasmid (ID VB210727; Vector Builder). Lentivirus was packaged as described above and used to transduce MOVAS cells.

### Intraluminal infusion of lentivirus and perivascular inhibitor drug delivery

To express a transgene or shRNA, lentivirus was infused into the balloon-injured artery wall as we recently described in detail. Briefly, immediately after angioplasty, a cannula was inserted through the external carotid artery arteriotomy, advanced past the bifurcation, and ligated to generate a sealed intraluminal space in the common carotid artery. A syringe containing lentivirus was connected to the cannula. The virus (total 150 μl, >1 × 10^9^ IFU/ml) was slowly injected, incubated for 25 min in the lumen. The lumen was then flushed repeatedly with saline containing 20 U/ml heparin and blood flow resumed. Heparin was also administered perioperatively to prevent thrombosis.

For pharmacological local treatment of injured rat carotid arteries, a thermosensitive hydrogel (AK12; Akina Inc.) was used for perivascular administration of the EZH1/2 inhibitor UNC1999, following our published method. Briefly, immediately after angioplasty, UNC1999 (10 mg/rat) or an equal amount of DMSO (vehicle control) dispersed in 400 μl AK12 gel was applied around the balloon-injured artery. The surgery was then finished as described above for the angioplasty model.

### Morphometric analysis of IH and restenosis

Paraffin cross sections (5-μm thick) were cut using a microtome (Leica) at equally spaced intervals and then stained (hematoxylin and eosin, H&E) for morphometric analysis, as described in our previous reports. Morphometric parameters as follows were measured on the sections and calculated by using ImageJ software: area inside external elastic lamina (EEL area), area inside internal elastic lamina (IEL area), lumen area, intima area (= IEL area − lumen area), and media area (= EEL area − IEL area). Intimal hyperplasia (IH) was quantified as a ratio of intima area versus media area (I/M). Measurements were performed by an independent researcher blinded to the experimental conditions using three to six sections from each of rat. The data from all sections were pooled to generate the mean for each animal. The means from all the animals in each treatment group were then averaged, and the SEM was calculated.

### Immunofluorescence and microscopy

We used the same method as described in our recent report (Zhang et al, 2018). Briefly, artery paraffin sections were de-paraffinized and subjected to antigen retrieval. Following blocking, a primary antibody was added and incubated overnight. The sections were rinsed and incubated in a fluorescence-labeled secondary antibody for an hour. Detection of immunofluorescence was performed under an EVOS M7000 microscope (Thermo Fisher Scientific). For quantification, 3–5 immunostained sections from each animal were used. Nuclei were stained with 4′,6′-diamidino-2-phenylindole (DAPI) for counting cell numbers. Fluorescence intensity in each image field was quantified by using ImageJ software (National Institutes of Health) and normalized to cell number. The values from all sections of each animal were pooled to generate an average value. The averaged values from all the animals in each treatment group were averaged again to produce mean ± SEM.

### Immunoblotting

Cells or rat carotid artery homogenates (pulverized in liquid nitrogen) were lysed in radio-immunoprecipitation assay (RIPA) buffer containing protease inhibitors (50 mM Tris, 150 mM NaCl, 1% Nonidet P-40, 0.1% sodium dodecyl sulfate, and 10 μg/ml aprotinin). Approximately 15–30 μg of proteins from each sample were separated via sodium dodecyl sulfate-polyacrylamide gel electrophoresis on a 10% gel. The proteins were then transferred to a polyvinylidene difluoride membrane and detected by immunoblotting. The antibody sources and dilution ratios are listed in Table S4. Specific protein bands on the blots were illuminated by applying enhanced chemiluminescence reagents (Cat. no. 32106; Thermo Fisher Scientific) and then recorded with an Azur LAS-4000 Mini Imager (GE Healthcare Bio-Sciences). Band intensity was quantified by using ImageJ software.

Table S4 Antibodies.

### Assays for proliferation and migration

Proliferation was determined by using the CellTiter-Glo Luminescent Cell Viability kit (Promega) following the manufacturer’s instructions. Wild-type or lentiviral-infected MOVAS (a mouse vascular smooth muscle line) cells were seeded in 96-well plates at a density of 2,000 cells per well with a final volume of 200 μl DMEM (10% FBS). Cells were starved with 0.5% FBS overnight and then stimulated with PDGF-BB (20 ng/ml). At 72 h of PDGF-BB treatment, plates were decanted, refilled with 50 μl CellTiter-Glo reagent/50 μl phosphate-buffered saline per well, and incubated at room temperature for 10 min before reading in a FlexStation 3 Benchtop Multi-Mode Microplate Reader (Molecular Devices).

To determine cell migration, scratch (wound healing) assay was performed as described in our previous report (Wang et al, 2015). Briefly, wild-type or lentiviral-infected MOVAS cells were cultured to a 90% confluency in six-well plates and then starved overnight. A sterile pipette tip was used to generate an ∼1 mm cell-free gap. Dislodged cells were washed away with PBS. Plates were then refilled with fresh medium containing 20 ng/ml of PDGF-BB and incubated for 24 h. Calcein AM was then added (2 μM) to illuminate the cells. After a 15-min incubation, cells were washed three times with PBS, and images were then taken. Cell migration was quantified by ImageJ software based on the change in the width of the cell-free gap before and after PDGF-BB stimulation.

### Quantitative real-time polymerase chain reaction (qPCR)

Assays were performed following our published methods. Briefly, total ribonucleic acid was isolated from cultured cells or rat carotid arteries (pulverized in liquid nitrogen) by using a Trizol reagent (Thermo Fisher Scientific) following the manufacturer’s protocol. Potential contaminating genomic deoxyribonucleic acid (DNA) was removed by using gDNA Eliminator columns provided in the kit. Total ribonucleic acid of 1 μg was used for the first-strand complementary DNA synthesis (Thermo Fisher Scientific). Quantitative real-time polymerase chain reaction was performed by using Quant Studio 3 (Thermo Fisher Scientific). Each complementary DNA template was amplified in triplicate PerfeCTa SYBR Green SuperMix (Quantabio). Primers are listed in Table S5.

Table S5 Primer sequences for mouse and rat genes (qRT-PCR).

### Chromatin immunoprecipitation (ChIP)-qPCR

ChIP was performed as described in detail in our recent report (Xie et al, 2020). The Pierce Magnetic ChIP kit (26157; Thermo Fisher Scientific) was used. In brief, MOVAS cells treated with solvent control or 20 ng/ml of PDGF-BB were subjected to crosslinking. The washed cells were lysed for nuclei extraction. After DNA digestion with MNase, the nuclei were recovered and burst by sonication. ChIP was then performed by incubating chromatin extracts with a H3K27ac antibody (or IgG control included in the kit) and ChIP-grade Protein A/G Magnetic Beads. Proteins and RNAs were digested and DNA fragments were purified, which were used for qRT-PCR. The primers are listed in Table S6.

Table S6 Primer sequences for ChIP-qPCR.

### Statistical analysis

Data are presented as mean ± SEM. In statistical analysis, one-way ANOVA followed by post-hoc Bonferroni test was applied to multi-group comparison. For two-group comparison, either parametric *t* test or nonparametric Mann–Whitney test was applied, on the basis of data normality determination using Shapiro–Wilk normality test, as specified in figure legends. Statistical significance was set at *P* < 0.05 using GraphPad Prism (Graphpad Software) except for ChIPseq data. For ChIPseq data specifically, statistical analyses were performed using SAS/STAT software, version 9.2 (SAS Institute, Inc.) (for SICER-df_intervals, see Table S7).

Table S7 Bed file of ChIPseq peak regions.

## Data Availability

The data that support the findings of this study are available through GEO with accession number GSE194390 or from the corresponding authors upon reasonable request.

## Supplementary Material

Reviewer comments

# Supplementary material for: Angioplasty induces epigenomic remodeling in injured arteries
**Source:** Life Sci Alliance. 2022 Feb 15;5(5):e202101114. doi: 10.26508/lsa.202101114
**Supplement:** Supplementary file 1

**Supplemental Tables**

**Table S1. Mean coverage of ChIPseq peaks**

| **ChIP** | ***Artery Sample*** | ***Ccnd1*** | ***Uhrf1*** | ***Nrp2*** | ***Ezh2-Box1*** | ***Ezh2-Box2*** | ***Cdkn1c*** | ***Bmp4*** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BRD4 | Injured | 11.4 | 5.0 | 8.3 | 12.5 | 18.3 | 9.1 | 3.7 |
|  | Uninjured | 8.6 | 3.8 | 6.1 | 5.0 | 13.5 | 13.8 | 9.0 |
| H3K27ac | Injured | 25.7 | 9.6 | 19.7 | 20.9 | 81.2 | 20.8 | 5.7 |
|  | Uninjured | 10.4 | 3.0 | 9.8 | 7.4 | 28.4 | 12.1 | 17.3 |
| H3K27me3 | Injured | 4.5 | 2.0 | 2.8 | 1.7 | 0.0 | 46.9 | 19.1 |
|  | Uninjured | 9.2 | 3.6 | 3.1 | 3.9 | 1.3 | 6.9 | 4.5 |
| H3K4me1 | Injured | 14.7 | 8.0 | 11.0 | 6.7 | 3.4 | 19.4 | 5.4 |
|  | Uninjured | 15.1 | 6.5 | 8.5 | 4.0 | 5.1 | 21.9 | 10.3 |

Note: The gene intervals querried include the regions shown on the IGV graphs.

# Supplementary material for: Angioplasty induces epigenomic remodeling in injured arteries
**Source:** Life Sci Alliance. 2022 Feb 15;5(5):e202101114. doi: 10.26508/lsa.202101114

F4-C

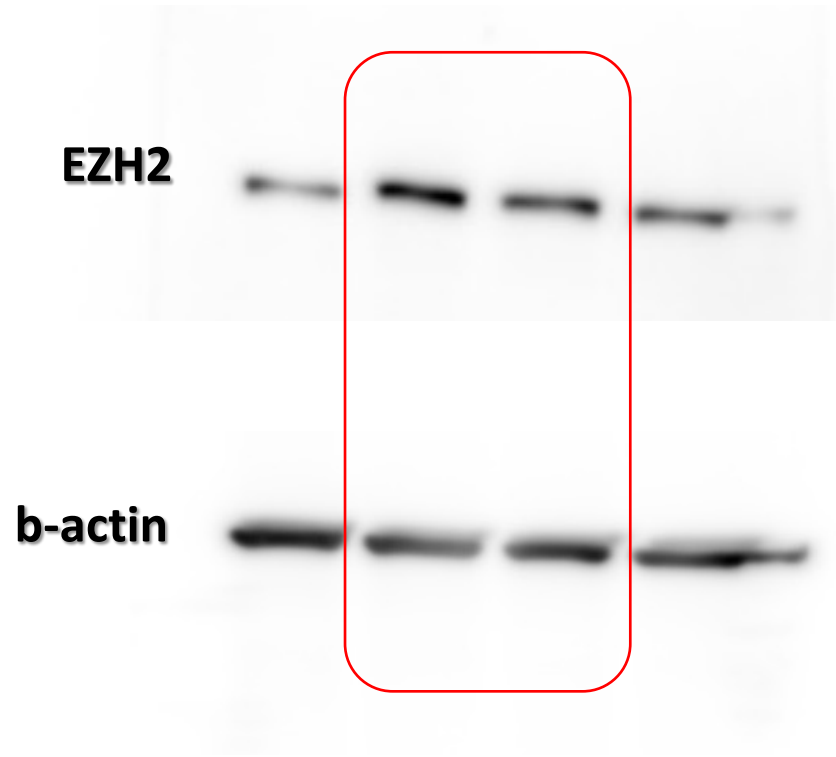

F4-E

BRD4

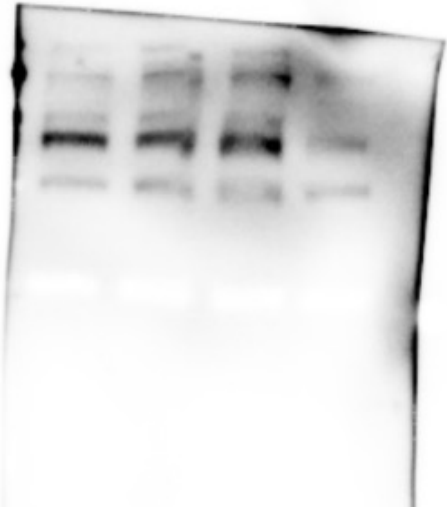

EZH2

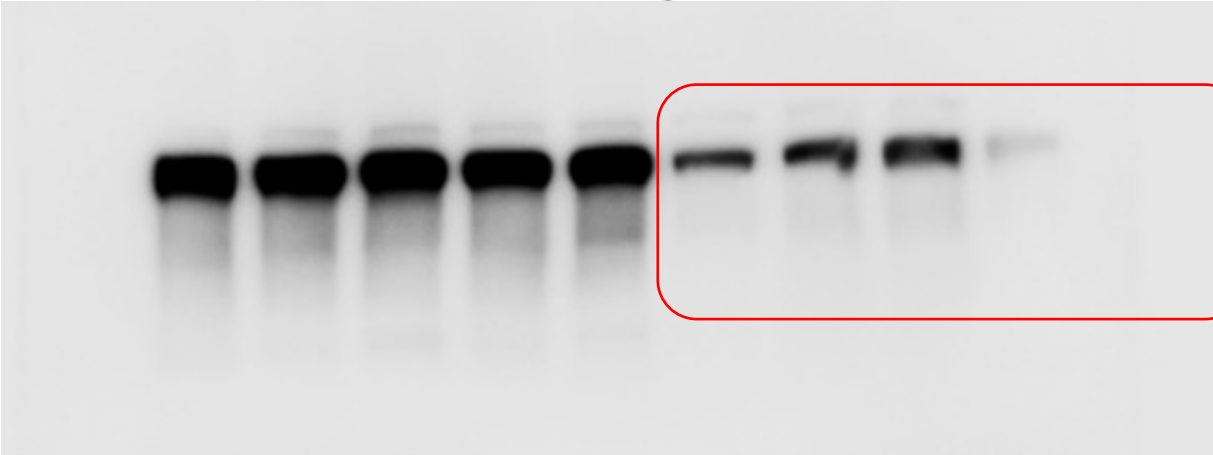

B-Actin

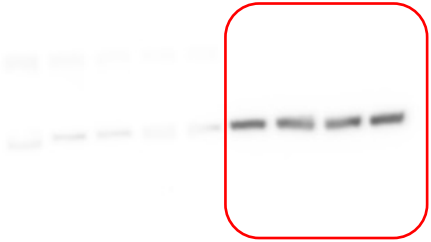

F8-A

EZH1

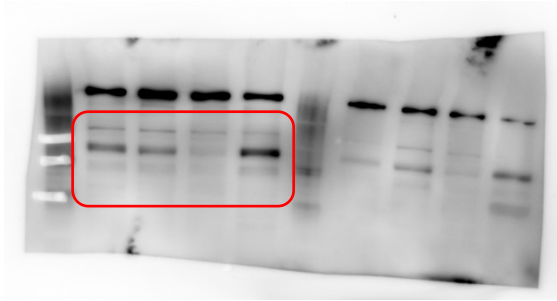

Actin

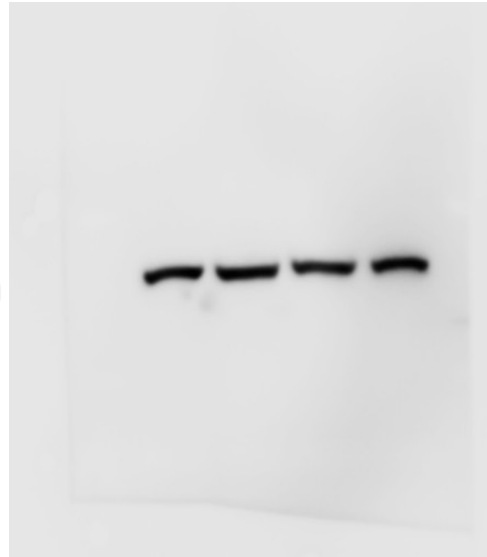

EZH2

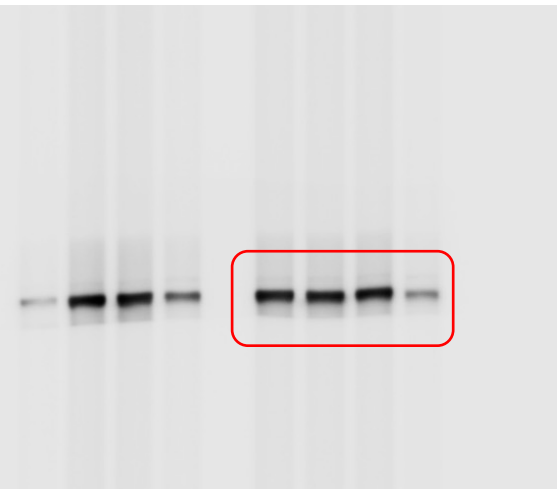

H3K27me3

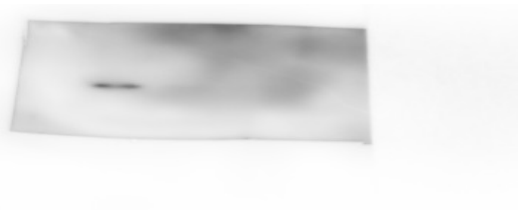

F8-E

EZH1

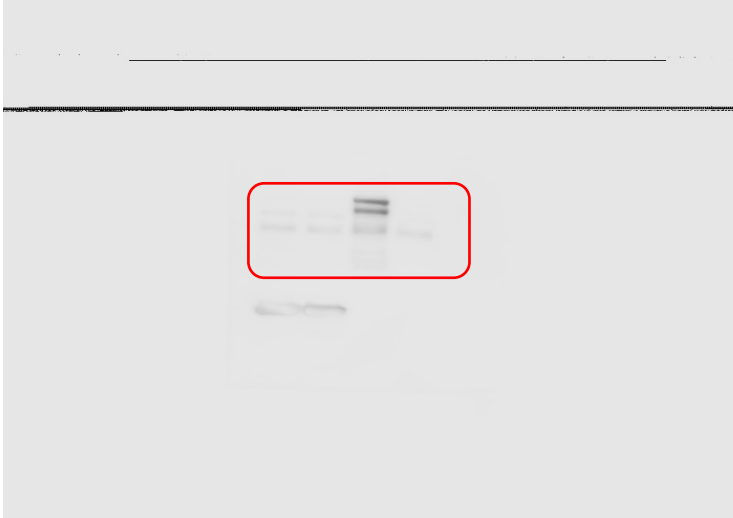

EZH2

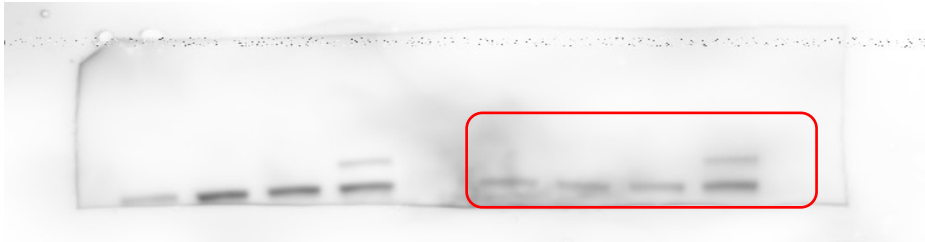

Actin

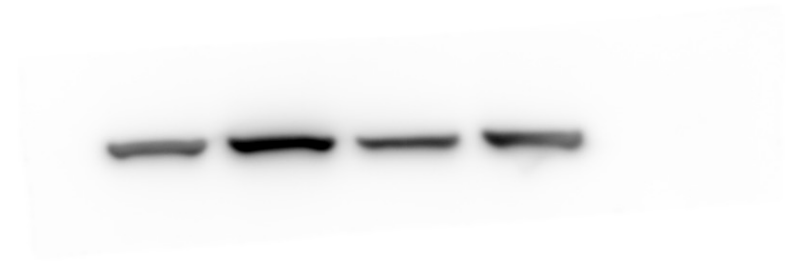

H3K27me3

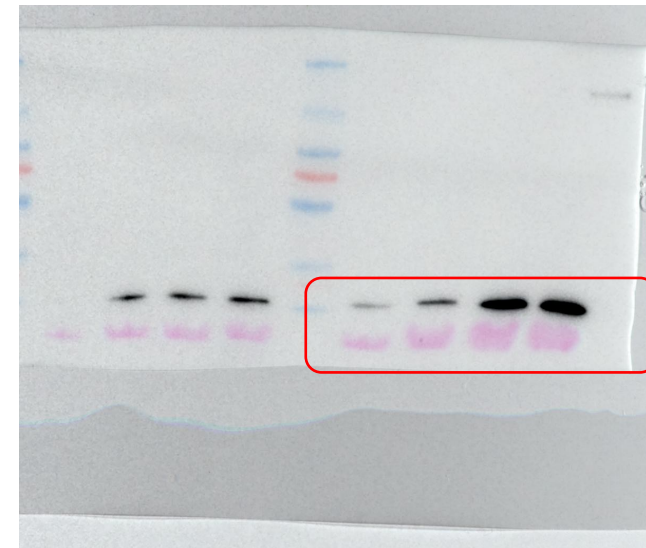

F9-A

P57

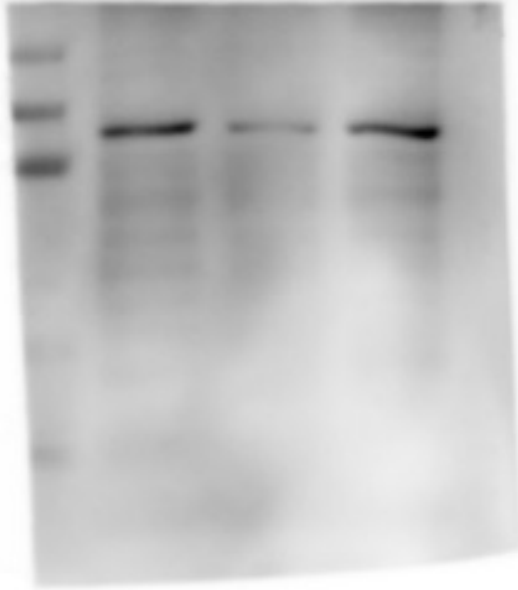

CyclinD1

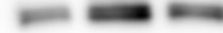

b-actin

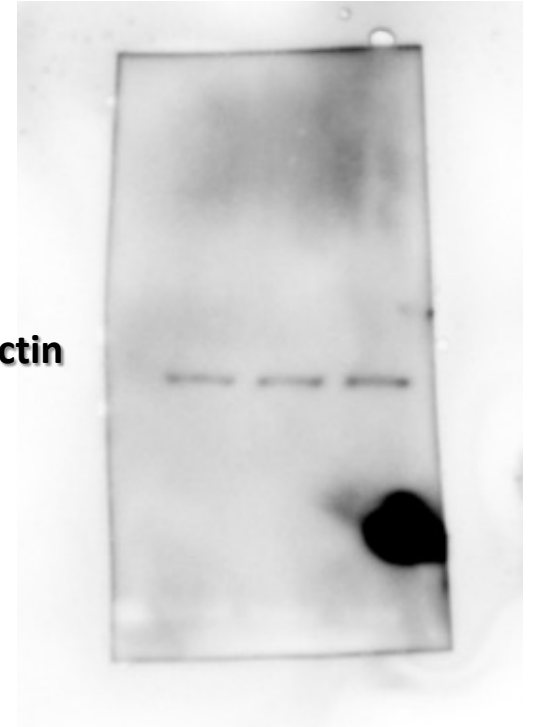

F9-D

P57

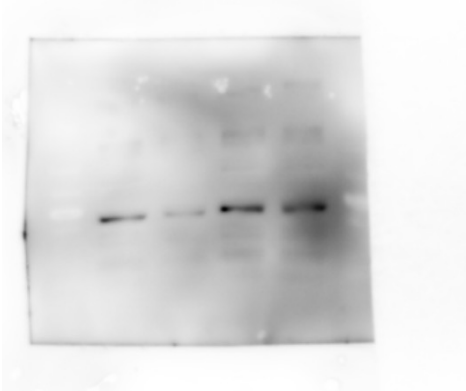

CyclinD1

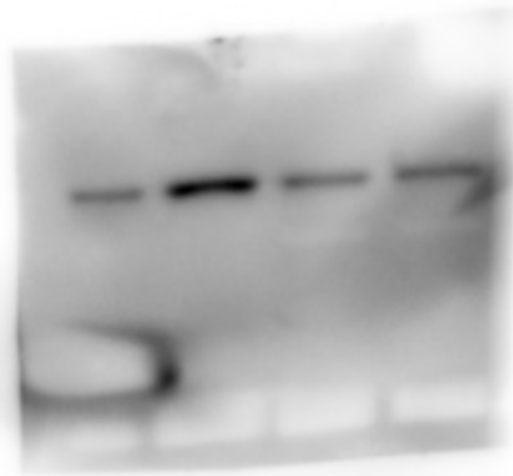

b-actin

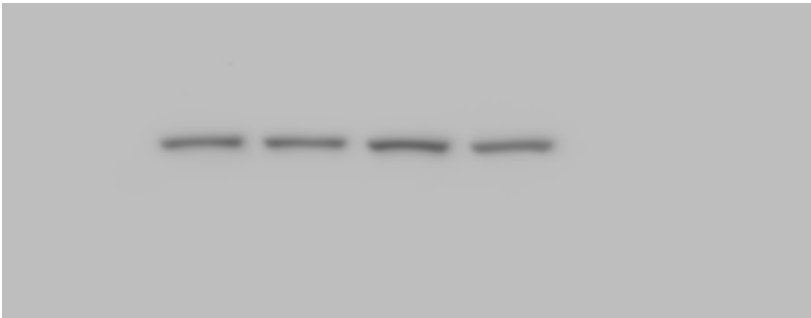

F9-G

P57

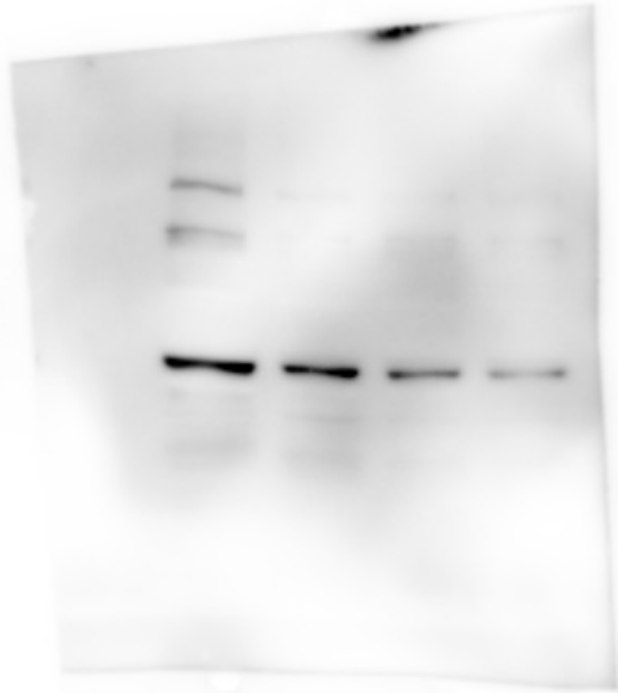

b-actin

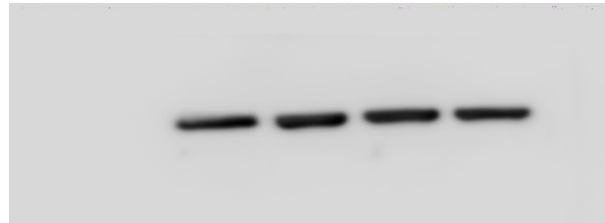

CyclinD1

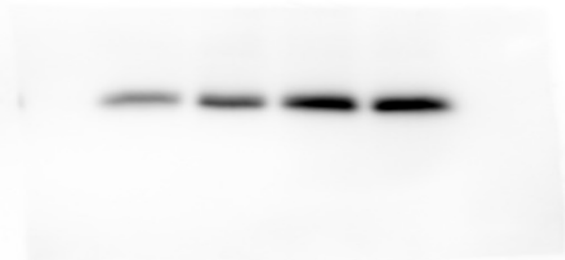

FigS6B

EZH2

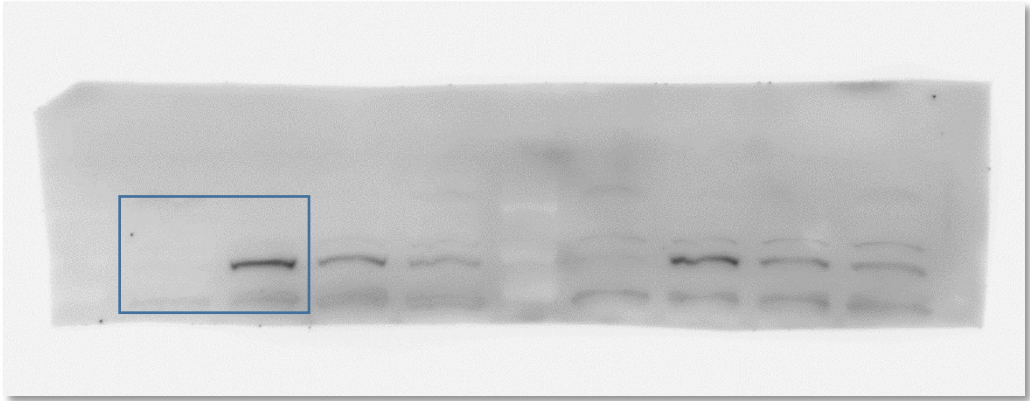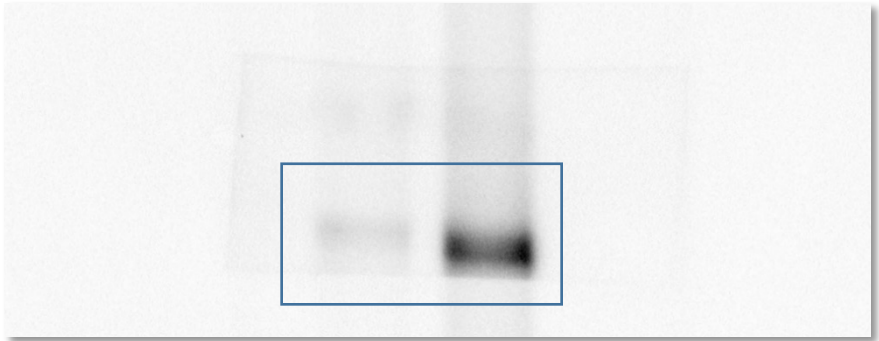

EZH1

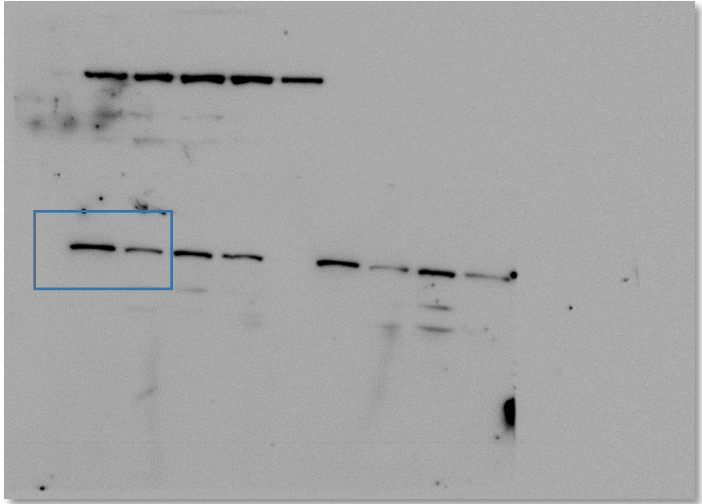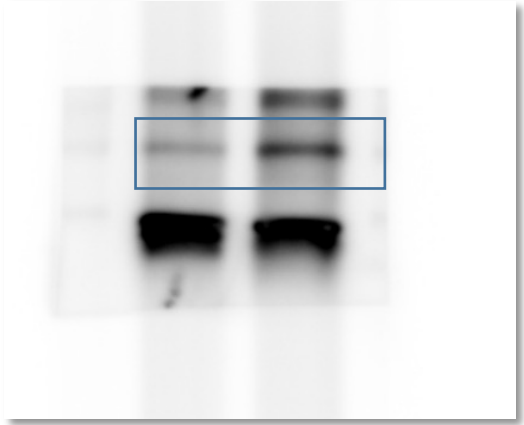

Actin

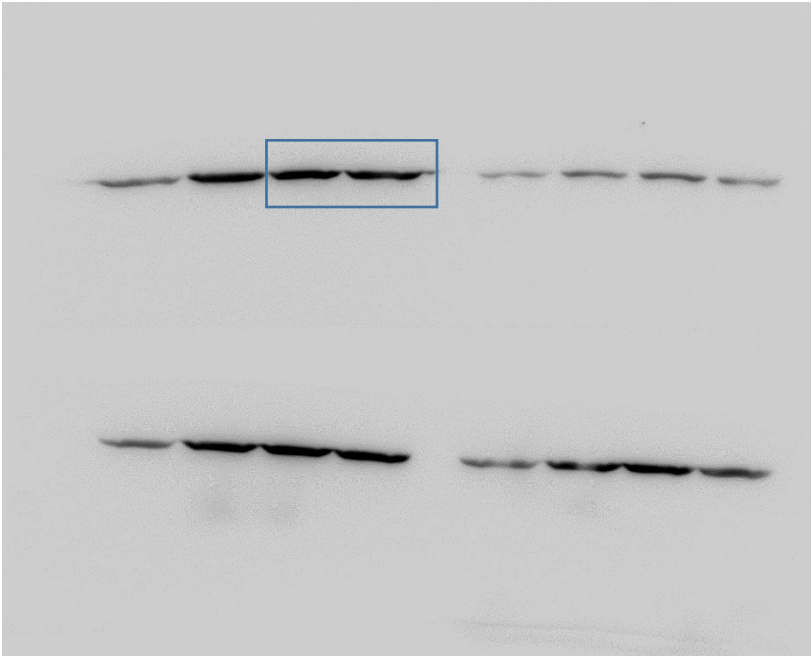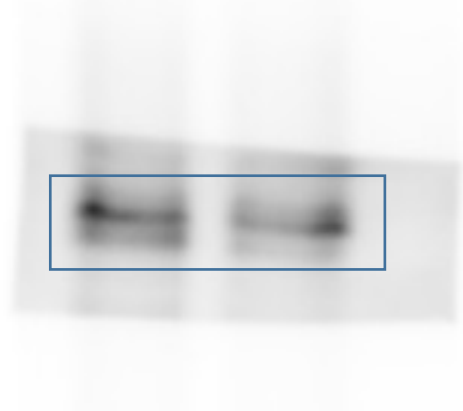

**Supplement:** Supplementary file 2

# Supplementary material for: Angioplasty induces epigenomic remodeling in injured arteries
**Source:** Life Sci Alliance. 2022 Feb 15;5(5):e202101114. doi: 10.26508/lsa.202101114
**Supplement:** Supplementary file 3

**Supplemental Tables**

**Table S2. Primers for Brd4^-/-^ genotyping**

| Mouse BRD4 flox | Forward: CCTGTGTGCACTTGCTCCCGAGGAGAGA |
| --- | --- |
|  | Reverse: GGACTAGAAACCTCCCAAATGTCTACAA |
| Mouse MYH11 cre/ERT2 | Forward: TGACCCCATCTCTTCACTCC |
|  | Reverse: AGTCCCTCACATCCTCAGGTT |

# Supplementary material for: Angioplasty induces epigenomic remodeling in injured arteries
**Source:** Life Sci Alliance. 2022 Feb 15;5(5):e202101114. doi: 10.26508/lsa.202101114
**Supplement:** Supplementary file 4

**Supplemental Tables**

**Table S3. siRNA or shRNA sequences for mouse and rat genes**

| mouse EZH1 | sense: CATCGAAGAGCTGATCAATAA |
| --- | --- |
|  | Anti-sense: TTATTGATCAGCTCTTCGATG |
| mouse EZH2 | sense: GCACAAGTCATCCCGTTAAAG |
|  | Anti-sense: CTTTAACGGGATGACTTGTGC |
| rat BRD2 | sense: GCUUGAACGAUACGUUUUA |
|  | Anti-sense: UAAAACGUAUCGUUCAAGC |
| rat BRD3 | sense: AGGAAACCAUUGUCAACAATT |
|  | Anti-sense: UUGUUGACAAUGGUUUCCUCT |
| rat BRD4 | sense: GCAUCAACUUCUCCGCAGATT |
|  | Anti-sense: UCUGCGGAGAAGUUGAUGCTT |

# Supplementary material for: Angioplasty induces epigenomic remodeling in injured arteries
**Source:** Life Sci Alliance. 2022 Feb 15;5(5):e202101114. doi: 10.26508/lsa.202101114
**Supplement:** Supplementary file 5

**Supplemental Tables**

**Table S4**. **Antibodies**

| **Antigen** | **Manufacturer** | **Catalog Number** | **Dilution Ratio** | **Application** |
| --- | --- | --- | --- | --- |
| H3K27ac | Active Motif | 39133 |  | ChIP |
| H3K4me1 | Active Motif | 61633 |  | ChIP |
| H3K27me3 | Cell Signaling Technology | 9733 | 1:1000 | Western Blot |
| H3K27me3 | Cell Signaling Technology | 9733 | 1:100 | Immunofluorescence |
| BRD4 | Abcam | Ab128874 | 1:1000 | Western Blot |
| BRD4 | LSbio | C804367 | 1:100 | Immunofluorescence |
| EZH1 | Proteintech | 20852-1-AP | 1:500 | Western Blot |
| EZH2 | Cell Signaling Technology | 5246 | 1:1000 | Western Blot |
| EZH2 | LSbio | B7096 | 1:100 | Immunofluorescence |
| UHRF1 | LSbio | C806412 | 1:100 | Immunofluorescence |
| PCNA | Abcam | Ab29 | 1:100 | Immunofluorescence |
| CyclinD1 | Cell Signaling Technology | 55506 | 1:1000 | Western Blot |
| P57 | Cell Signaling Technology | 2557 | 1:1000 | Western Blot |
| β-actin | Abcam | Ab8226 | 1:5000 | Western Blot |

# Supplementary material for: Angioplasty induces epigenomic remodeling in injured arteries
**Source:** Life Sci Alliance. 2022 Feb 15;5(5):e202101114. doi: 10.26508/lsa.202101114
**Supplement:** Supplementary file 6

**Supplemental Tables**

**Table S5. Primer sequences for mouse and rat genes (qRT-PCR)**

| rat GAPDH | Forward: AAGGTCGGTGTGAACGGATTT |
| --- | --- |
|  | Reverse: CTTTGTCACAAGAGAAGGCAGC |
| rat BRD2 | Forward: GGGTCTGCCGGATTATCACA |
|  | Reverse: GCCCCCTTCTTATGGCTGTT |
| rat BRD3 | Forward: AAGATGGTGAGGTCCCACAG |
|  | Reverse: GGTACTCACGGCTGTCCATT |
| rat BRD4 | Forward: CTGCCAGTAATGGGGGATGG |
|  | Reverse: ATTGGTGCTGGCTGCATTTG |
| rat EZH1 | Forward: CTACCAACCCTGTGACCACC |
|  | Reverse: ACTCACGAACGGCCAAGTAG |
| rat EZH2 | Forward: TGTGAGCTCATTACGCGG |
|  | Reverse: GGGTGTTGCATGAAAGGGATG |
| mouse EZH1 | Forward: AGTGCTTCCTGCTCCAATGC |
|  | Reverse: TCACACTCACGAACTGCCAA |
| mouse EZH2 | Forward: CGCCTCGGTGCCTATAATGT |
|  | Reverse: GTGCTGGGTCTGCTACTGTT |
| mouse GAPDH | Forward: GAGAGTGTTTCCTCGTCCCG |
|  | Reverse: ATGGGCTTCCCGTTGATGAC |
| mouse P57 | Forward: CATGTCCGACGTGTACCTCC |
|  | Reverse: GTTCTCCTGCGCAGTTCTCT |
| mouse UHRF1 | Forward: AGACCTCTCTGGCAACAAGC |
|  | Reverse: CATCATAGCGGTTGCCCTCT |
| mouse cyclinD1 | Forward: GCAAGCATGCACAGACCTTT |
|  | Reverse: GGTCCTTGTTTAGCCAGAGGC |

# Supplementary material for: Angioplasty induces epigenomic remodeling in injured arteries
**Source:** Life Sci Alliance. 2022 Feb 15;5(5):e202101114. doi: 10.26508/lsa.202101114
**Supplement:** Supplementary file 7

**Supplemental Tables**

**Table S6. Primer sequences for ChIP-qPCR**

| Rat EZH2 | Forward: TGGTAACGGTCTTAACCGCC |
| --- | --- |
|  | Reverse: CTTTCTGTCCGTGTCGCCAA |
| Rat UHRF1 | Forward: TTTTCTGATGTGACCGCGTG |
|  | Reverse: GTGCGATTTGCAGAGCCATT |

How the deposited data were processed for this re-analysis (not part of the article)

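BRD4, H3K27ac, H3K27me3 and H3K4me1 were measured by ChIPseq in balloon-injured and uninjured rat common carotid arteries at day 7, with chromatin pooled from 50 rats per condition. This gave 8 libraries, 1 per mark and condition, and no replicates. The paper states that reads from an Illumina NextSeq instrument were aligned to Rno5, that peaks were located with Macs2 and annotated with UCSC RefSeq, and that differential peaks were called with SICER. The submitters' processing notes name MACS2, SICER and deepTools and the builds rn5 and Rnor_5.0, without versions. The aligner, the filtering of reads, the peak threshold and the scaling between libraries are not given in the sources used here.

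The deposited file of each library is a list of intervals with 15 columns. The meaning of the columns was taken from the headings of Table S7, of which only part was held here and no values were used. Every interval starts on a multiple of 200 bp. The signal columns made by the authors are a peak value, a whole number at the summit, and a mean value over the bins of the interval. The other columns give the length, the number of bins, the CpG islands, promoters and genes assigned to the interval, and the distances to those genes. Depth per library is unknown, since the lists hold no read totals, and no interval or floor that needs it is given. Exact binomial intervals at 95% are given for shares of intervals and cover counting error only.

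The number, length, covered length and values of the intervals were summarized per list. Overlaps of at least 1 bp were computed with bedtools 2.31.1 and compared with 100 random circular shifts of a list along the chromosomes. Gene positions came from the authors' distances, since no rn5 genome was used here. Of 18287 gene symbols on a chromosome, 17394 had a single TSS, 204 had several TSSs, 522 had an open strand and were tried at both positions, and 167 were left out as tRNA genes or symbols on more than 1 chromosome. A further 162 were left out because the strand would change a call, which leaves 17958 genes. A promoter peak is an interval within 5 kb of any TSS of the gene, and the strongest by mean value gives the value of the gene. Exons, introns and gene ends were not used, so an alternative over the gene body takes an interval that the authors placed in the gene.

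Before the data were examined, 16 gene lists with 366 genes were fixed. They hold genes of cell cycle and proliferation, growth factors and receptors, growth inhibitors, smooth muscle contractile genes, extracellular matrix and the synthetic state, inflammatory mediators, Polycomb and chromatin regulators, developmental transcription factors, voltage-gated channels and housekeeping genes, and markers of endothelial cells, macrophages and leukocytes, adipocytes, fibroblasts, Schwann cells and neurons, and skeletal muscle. Pdgfra and Uhrf1 are each in 2 lists. The net gain of a list is the number of genes with a gained promoter peak less the number with a lost one. It was ranked among 10000 random lists of the same size, drawn from the genes that the authors name in any of the 8 lists of intervals, and lists outside the central 95% are reported. The design had named all annotated genes as the background, which were not used here. The rank describes genes within 1 pair of libraries and is no test across animals.

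Genes named in the text follow a rule set at the same time. They are the genes the paper names in its ChIPseq results with Ezh1 and Brd4, members of the gene lists in order of their value, the 10 genes per mark and direction with the strongest promoter peak found in 1 condition only, and the 10 strongest genes in each direction that exchanged H3K27ac and H3K27me3. Values of Table S1 had been seen when the rule was written.

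The alternatives were the upper 75% of each list by mean value as a stricter threshold, intervals within 1 kb merged, an equal number of intervals from both lists, the peak value in place of the mean value, an overlap of at least 50% of the shorter interval or of the summit, a promoter window of 1 kb, the gene body with 5 kb on either side, and loci extended by 5 kb. The stricter threshold takes the place of a limit on the q value, which the lists do not hold. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data. The planted TSS and strand and the planted promoter state were recovered for 3000 of 3000 simulated genes, and 1500 planted overlaps among 2000 simulated intervals were all found. Input was not analysed here.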

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

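The tests of detection, cell mix and weak intervals were chosen only after the results were seen, as was the mean-value form of the scaling test.

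Of 64 combinations of a gene list and a mark, 8 had a net gain of promoter peaks outside the central 95% of random gene lists. The lists reach beyond the genes the paper discusses. Genes of cell cycle and proliferation had a net gain of 10 for H3K27ac and 11 for H3K4me1. Growth factors and receptors had a net gain of 8 for H3K27me3. Endothelial markers had a net gain of -6 for BRD4 and -3 for H3K27ac. Macrophage and leukocyte markers had a net gain of 8 for BRD4 and 8 for H3K4me1, and inflammatory mediators had 3 for BRD4. The leukocyte gain for BRD4, 36.4% of the list, was 18.2% with the upper 75% of each list and 22.7% with an equal number of intervals.

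Endothelial and leukocyte markers moved apart in BRD4. Tek, Sox17, Nos3, Ptprb, Cldn5 and Erg lost a promoter peak, and Itgb2, Laptm5, Mrc1, Cd74 and 5 other leukocyte genes gained one while Cd163 lost one. A difference in how many BRD4 intervals were called would be taken out by an equal number of intervals from both lists. With these the net gains, in percent of the list, were still 62.7 points apart, at percentiles 0.005 and 99.99 of random lists. Equal numbers keep 20997 of the 22029 intervals of injured arteries. They do not take out a difference in the ratio of signal to background, so a difference in detection is not excluded. A change in the mix of cells in the artery, such as loss of endothelium and entry of leukocytes, could give this pattern. By the Methods, the endothelium of the injured segment was damaged. H3K4me1 had a net gain of -2 among endothelial markers, the same direction as BRD4 but inside the random lists (percentile 4.98) and 0% with the upper 75% of each list. Changes of these genes within resident cells would look the same, so these cannot be told apart with 1 pooled library per condition.

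H3K27me3 values were higher in the injured list, with a median log2 ratio of peak values of 0.42 over 11269 intervals matched between the lists. A single scaling factor between the libraries would shift strong and weak intervals alike. The ratio was 0.72 in the strongest 25% and 0.26 in the weakest 25%, a difference of 0.46 that lies beyond the bound of 0.3 set before the test. Its bootstrap bounds, 0.42 to 0.49, cover resampling of intervals within 1 pair of libraries only. On mean values, looked at only afterwards, the difference was 0.28, under the bound of 0.3, so any argument against a single factor rests on peak values. Only intervals called in both lists were matched, so the weakest lie nearest the calling limit. What this limit, or noise in the highest bin of weak intervals, does to their ratio was not tested. A single factor is therefore not excluded. A higher ratio of signal to background in the injured library could give the ratio of 0.72 in the strongest 25%, and so could a gain of H3K27me3 at strong sites after injury. These cannot be told apart, since the files hold neither background nor read totals.

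H3K27me3 promoter peaks were lost at 719 genes, Uhrf1 and Ezh2 among them. If weak intervals near the detection limit were the cause, most lost peaks would lie in the lowest 25% of the uninjured list by mean value. The share was 32.0% (95% exact binomial interval 28.6% to 35.5%), against 7.93% of the genes that kept a peak. The Ezh2 interval stood at percentile 2.62 of its list and the Uhrf1 interval at 37.3. Weak detection may account for part of the losses, and with no second library it cannot be told apart from removal of the mark.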

How the results depend on the processing

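Each alternative was named before the data were examined, but the column that ranks intervals and the use of the authors' annotation for the gene body were settled once the columns were known. No test in this part was chosen after a result was seen. No paired analysis was possible because the arteries of each condition were pooled, so arteries of 1 rat cannot be matched. Of 490 values recomputed under the alternatives, 440 kept their direction and stayed within the margin set for them, 48 moved and 2 reversed. The ratio of injured to uninjured interval numbers stayed within 1.5 times its value. Condition-only intervals, genes with a gained or lost promoter peak, and genes that exchanged H3K27ac and H3K27me3 each stayed within 1.5 times their count under the alternatives run for them, but some directions between counts turned. With an equal number of intervals, condition-only intervals turned for all 4 marks, to 5183 in injured and 5389 in uninjured arteries for H3K27me3 and 7322 and 8280 for H3K4me1 (BRD4 and H3K27ac in the text), and H3K27ac gave way to H3K27me3 at 54 genes and the reverse at 56, where the counts had been 62 and 50. With a promoter window of 1 kb that direction also turned, with 56 and 58. Of 60 library values at the loci, 10 had no interval left under the stricter threshold and give no value there to count among the 490. These were H3K4me1 at Bmp4, BRD4 at Cdkn1c, H3K27ac at Uhrf1 and H3K4me1 at Ezh2 and both boxes in injured arteries, and H3K27ac at Cdkn1c, BRD4 at Ezh1 and H3K27me3 at Ezh2 and Box-I in uninjured arteries. A further 6 had an interval only when the locus was extended by 5 kb. The 8 net gains outside the central 95% of random lists stayed outside under the 4 alternatives for gene lists, and 8 other combinations of a list and a mark lay outside only under an alternative, in 11 cases. These were, with the upper 75%, cell cycle (H3K27me3), extracellular matrix (BRD4), leukocytes (H3K27ac) and developmental transcription factors (H3K4me1), with a promoter window of 1 kb, cell cycle (H3K27me3), Schwann cells (H3K27ac), developmental transcription factors (H3K4me1) and channels (H3K27ac), and with the gene body, extracellular matrix (BRD4), skeletal muscle and channels (H3K4me1). Keeping to assembled chromosomes removed no interval. Depth is unknown, so no limit from depth can be given.

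The log2 ratio of injured to uninjured median BRD4 value reversed to -0.12 with the peak value in place of the mean value. The log2 ratio of covered length for H3K4me1 reversed to -0.0084 with the upper 75% of each list. The cause was not tested in either case. Overlap shares are given for injured and then uninjured arteries. They moved beyond their counting error except for H3K27me3 over H3K27ac with the upper 75% of each list, at 23.8% and 16.3%. In that setting, BRD4 overlapped H3K27ac at 92.7% and 95.4% and H3K4me1 at 82.5% and 81.6%, and H3K27ac overlapped H3K4me1 at 81.6% and 81.5%. With an overlap of at least 50% of the shorter interval, the same shares were 93.6% and 96.4%, 88.8% and 87.9%, and 88.8% and 87.0%, and H3K27me3 overlapped H3K27ac at 16.9% and 10.7%. With the summit in an interval of the other list, they were 93.6% and 96.4%, 86.6% and 85.6%, 85.3% and 84.7%, and 14.1% and 6.95%. The cause was not tested.

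Net gains of gene lists, in percent of the list, left their exact binomial interval in 26 cases, none of them among the 8 outside the random lists. The interval of a net gain other than 0 never includes 0. A change of 1 gene to 0 therefore counts as moved, while larger changes inside the interval do not. Of those 8, some still changed by more than 1.5 times. Leukocyte BRD4 went from 36.4% to 18.2% with the upper 75% and 22.7% with an equal number of intervals, cell cycle H3K4me1 from 32.4% to 20.6% and endothelial H3K27ac from -20% to -40% with the upper 75%, and endothelial BRD4 from -40% to -20% with the gene body. With the upper 75%, smooth muscle contractile genes moved to 4.17% for BRD4, macrophage and leukocyte markers to -4.55% for H3K27me3 and developmental transcription factors to -2.08% for BRD4. The other 23 moved to 0%. These were, with the upper 75%, growth inhibitors (H3K4me1), smooth muscle contractile genes (H3K27ac, H3K4me1), endothelial markers (H3K4me1), fibroblast markers (BRD4, H3K27ac), and Schwann cell and neuronal markers, Polycomb and chromatin regulators and housekeeping genes (H3K27me3). With a promoter window of 1 kb, they were smooth muscle contractile genes (H3K27ac, H3K4me1), skeletal muscle markers (BRD4, H3K4me1), and Polycomb and chromatin regulators, developmental transcription factors and housekeeping genes (H3K27me3). With the gene body plus 5 kb, they were smooth muscle contractile genes (BRD4, H3K4me1), macrophage and leukocyte markers (H3K27me3) and Schwann cell and neuronal markers (H3K4me1). With an equal number of intervals, they were macrophage and leukocyte markers and Schwann cell and neuronal markers (H3K27me3) and fibroblast markers (H3K4me1). The cause was not tested.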

Differences from the paper's values

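No alternative in this part was chosen after the values were seen. The paper's values are log2 ratios of injured to uninjured mean coverage computed from Table S1, which covers the regions of the IGV graphs and the boxes, while the values here are ratios of the mean values of whole called intervals within 5 kb of the TSS or touching a box. Neither side has an error, so a difference means an opposite sign or a gap of more than 1.5-fold.

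For Uhrf1 H3K4me1 the paper's log2 ratio is 0.30 and the value here -0.74. The intervals averaged there were 8000 bp long in injured and 3200 bp in uninjured arteries, with peak values of 23 and 41. For Ezh2 Box-I the paper's log2 ratios are 1.32 for BRD4 and 1.50 for H3K27ac, and the values here 0.31 and 0.91. For Ezh2 Box-II H3K27ac the paper's log2 ratio is 1.52 and the value here 0.91. For Cdkn1c the paper's log2 ratios are 2.76 for H3K27me3 and -0.17 for H3K4me1, and the values here 1.45 and 0.22. The H3K4me1 intervals at Cdkn1c were 8400 bp long in injured and 11200 bp in uninjured arteries, with peak values of 61 and 75. For Bmp4 the paper's log2 ratios are -1.60 for H3K27ac and 2.09 for H3K27me3, and the values here -0.83 and 1.26. Set before the data were examined, the alternatives were the upper 75% of each list by mean value and the locus extended by 5 kb. The upper 75% keeps or drops an interval without changing its value, and all 8 ratios came out the same. Extension also left the Ezh2 box ratios unchanged, so neither is a check on those differences. With the locus extended, the other ratios still differed, at -0.93 for Uhrf1 H3K4me1 and 1.40 and 0.19 for Cdkn1c H3K27me3 and H3K4me1. For Bmp4 H3K27ac and H3K27me3 they were -0.86 and 1.16. Extension does not make the lengths averaged alike in both conditions, and what unlike lengths do to the ratios was not tested. The other 11 log2 ratios that could be compared had the sign of the paper's and lay within that gap, among them Ccnd1 with 1.08 for H3K27ac and -0.63 for H3K27me3.

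The paper's bean plot shows lower BRD4 values after injury, at about 6.3 in injured and about 7.1 in uninjured arteries in Fig 2A, read by eye. The median mean value here was 7.82 in injured and 7.11 in uninjured arteries. With the peak value in place of the mean value the medians were 23 and 25, the setting under which injured arteries are lower. The paper proposes that H3K27ac decreased at anti-proliferative genes, and names such a decrease at Bmp4, where H3K27ac was also lower after injury here. At Cdkn1c, for which its text names a change of H3K27me3 alone, the mean H3K27ac value was 9.94 in injured and 6.62 in uninjured arteries, and Table S1 is also higher after injury. The paper states that H3K27me3 went down at Nrp2. No H3K27me3 interval was listed within 5 kb of its TSS in either condition, so the lists give no value to compare, and Table S1 of the paper gives 2.8 in injured and 3.1 in uninjured arteries, in the paper's direction. The numbers of intervals outside the overlaps printed in the Venn diagrams of Fig S3 match those here, with 1293 and 677 BRD4 intervals outside H3K27ac, 1969 and 2034 outside H3K4me1, and 2593 and 3268 H3K27ac intervals outside H3K4me1, in injured and uninjured arteries. With the summit in an interval of the other list, 3023 BRD4 intervals of uninjured arteries lay outside H3K4me1.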

Other observations

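No test was run in this part, and the groups are described by the presence and the mean value of their promoter peaks. In injured and uninjured arteries, the lowest 25% of each list lay below 6.19 and 5.39 for BRD4, 8.02 and 7.25 for H3K27ac, and 5.91 and 4.58 for H3K27me3. Several peaks named below, gained or lost, lie under these limits, among them the lost H3K27me3 peaks at Postn, Has2, Myocd and Eef1a1. Among Polycomb and chromatin regulators, Cbx2 gained a BRD4 promoter peak (mean value 6.12), Phf19 gained H3K27me3 (6.24) and the DNA methyltransferase Dnmt3a lost BRD4 (5.62). Genes of extracellular matrix and the synthetic state went both ways. Sox9, a transcription factor of cartilage and matrix genes, gained H3K27ac with a mean value of 20.6 and BRD4 with 6.88, and Thbs1 gained both with 17.6 and 13.7, while Acan gained H3K27ac and Lox lost it (7.54). H3K27me3 was gained at Eln (9.70), Myh10 (9.14), Col1a1 (8.93), Fbln5 (8.25), Vcan (8.17) and Mmp2 (6.08), and lost at Thbs1 (8.23), Has2 (3.95), Postn (3.58) and Tnc.

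Inflammatory mediators gained BRD4 promoter peaks at Il6 (7.46), Il1b (7.17), Cxcl10 (6.28) and Nlrp3 (5.14) and lost one at Selp (3.90), and Il6 and Il1b also gained H3K27ac (9.08 and 8.53), which Selp lost (4.86). Macrophage and leukocyte markers gained 9 BRD4 promoter peaks and lost 1. Smooth muscle contractile genes kept H3K27ac at 21 of 24 genes in both conditions, with Kcnmb1 gained and 1 promoter peak each lost for BRD4 and H3K4me1, and their H3K27me3 promoter peaks were gained at Lmod1 (8.12) and Synpo2 (6.62) and lost at Ldb3 (5.67) and Myocd (3.94). Kcnb1, among the voltage-gated channels, lost BRD4 (8.17) and H3K27ac and gained H3K27me3 (8.29), and Kcnh2 lost BRD4 (6.19) and H3K27ac (8.83). Adipocyte markers gained 2 promoter peaks each of H3K27me3, H3K27ac and H3K4me1 with none lost, and gained 1 and lost 1 for BRD4. Fibroblast markers gained 1 promoter peak of each mark with none lost. Skeletal muscle markers gained 1 H3K27ac and 1 H3K4me1 promoter peak and lost 1 for BRD4. Schwann cell and neuronal markers gained 1 H3K27me3 promoter peak, lost 1 for H3K27ac, gained 2 and lost 1 for H3K4me1, and gained 1 and lost 1 for BRD4. Housekeeping genes lost 1 H3K27me3 promoter peak, at Eef1a1 (4.41), and none of the other marks changed in presence there. Of condition-only BRD4 intervals, 5.26% in injured and 16.3% in uninjured arteries lay at a CpG island, against 48.6% and 49.5% of shared ones.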
